# Immunosuppressive effect and global dysregulation of blood transcriptome in response to psychosocial stress in vervet monkeys (*Chlorocebus sabaeus*)

**DOI:** 10.1038/s41598-020-59934-z

**Published:** 2020-02-26

**Authors:** Anna J. Jasinska, Ivona Pandrea, Tianyu He, Cassandra Benjamin, Maurice Newton, Jen Chieh Lee, Nelson B. Freimer, Giovanni Coppola, James D. Jentsch

**Keywords:** Behavioural genetics, Stress and resilience

## Abstract

Psychosocial stressors - life events that challenge social support and relationships - represent powerful risk factors for human disease; included amongst these events are relocation, isolation and displacement. To evaluate the impact of a controlled psychosocial stressor on physiology and underlying molecular pathways, we longitudinally studied the influence of a 28-day period of quarantine on biomarkers of immune signalling, microbial translocation, glycaemic health and blood transcriptome in the wild-born vervet monkey. This event caused a coordinated, mostly transient, reduction of circulating levels of nine immune signalling molecules. These were paralleled by a massive dysregulation of blood transcriptome, including genes implicated in chronic pathologies and immune functions. Immune and inflammatory functions were enriched among the genes downregulated in response to stress. An upregulation of genes involved in blood coagulation, platelet activation was characteristic of the rapid response to stress induction. Stress also decreased neutrophils and increased CD4 + T cell proportions in blood. This model of psychosocial stress, characterised by an immune dysregulation at the transcriptomic, molecular and cellular levels, creates opportunities to uncover the underlying mechanisms of stress-related diseases with an immune component, including cardiovascular diseases and susceptibility to infections.

## Introduction

Psychosocial stress is a key risk factor for numerous chronic diseases, particularly cardiovascular (e.g., hypertension and atherosclerosis), metabolic (e.g., diabetes), and neuro-psychiatric morbidity (e.g., depression and anxiety, substance use disorders, neurodegenerative disease and psychosis)^1–8^. Stress responses constitute an adaptive strategy for maintaining bodily homeostasis in physically or psychologically challenging situations and are, in part, orchestrated by the hypothalamus-pituitary-adrenal (HPA) axis and controlled by its end products, glucocorticoids, through a negative feedback loop. However, prolonged exposure to stress, chronic activation of the HPA, and continuous secretion of glucocorticoids exert maladaptive effects and lead to the wide range of health complications mentioned above. Cortisol is regarded as a major mediator of a range of stress responses affecting many body systems, including the suppression of HPA activity, regulation of immune functions, glucose metabolism, and gene expression across different organ systems and, if chronically elevated, is a key driver of stress-related pathologies.

Cortisol is commonly used physiological indicator of an individual’s response to stress;^9,10^ notably, however, this relationship is moderated by multiple biological and environmental variables (including - but not limited to - age, circadian rhythm, nutritional status and other exposures) and the tissue or other biological resource used for measurements^11–15^. Additionally, the magnitude of the cortisol response to stress can habituate or sensitize with repeated or prolonged exposure to the same or different stressors, effects mediated through multiple mechanisms, including altered negative feedback at the level of brain and pituitary, changes in the activity of pro-stress circuitry in brain, and complex learning mechanisms^16,17^. Consequently, the interpretation of cortisol levels as biomarker of chronic stress should therefore be treated with caution.

Importantly, not all individuals respond equivalently to the same stress challenge, nor do they show the same stress-induced pathology. Inter-individual variability in stress responsivity and susceptibility to stress-triggered diseases is shaped by multiple factors, including the variety of stressors encountered in everyday life, other environmental factors, and comorbid disorders. These confounding variables are difficult to control or even account for (such as diet, medications, lifestyle, etc.) in human cohorts. Many of these factors could be better controlled in an experimental setting using animal models, among which Non-Human Primates (NHPs) stand out as most closely reproducing the biology of the cognitive, metabolic, and immune processes observed in humans because of their close phylogenetic relatedness^18^.

In naturally living NHPs, a major form of psychosocial stress derives from the major rearrangements in social support and hierarchy that often occur across the lifespan^19^. In a laboratory setting, some of these stressful events can be mimicked when animal relocation between facilities and/or social group rearrangements occur, creating a model system for studying responses to a defined psychosocial stress. Relocations were previously associated with increased cortisol levels in Garnett’s bushbaby^20^ and with behavioral consequences such as self-injuries and sleep disturbances in rhesus macaques^21^, demonstrating that they can trigger both neuroendocrine and behavioral stress responses in NHPs serving as a model for stress studies. Relocation has also been observed to affect hematological, clinical chemistry, and immunological parameters in chimpanzees^22^. Psychosocial stressors in NHPs, such as experimentally enforced low position in a social hierarchy/dominance rank, have lasting yet plastic (i.e., reversible) effects on gene expression in blood and also affect blood cell composition, diminish negative feedback on the HPA, and modulate chromatin accessibility^23,24^. Overall, investigations involving removal from a current group, experimental manipulation of social rank, and early life adversities (e.g., adverse prenatal environment and early postnatal rearing environments) demonstrated both that the NHPs share many characteristics of the stress response with humans^25^ and that social environment has an effect on health and gene expression in both humans and NHPs^26,27^.

To develop an NHP model of psychosocial stress (PS) exposure that would facilitate longitudinal studies of the effects of a uniform (standardized) stressor under controlled conditions, we turned to the vervet monkey (*Chlorocebus sabaeus*), an established NHP biomedical research model^28–30^. The vervet represented an ideal animal model for our study as it was previously reported to show significant neuroendocrine and behavioral responses to relocation between research centers^31,32^ and neuroanatomical alterations (in the hippocampus) upon relocation from the wild to a research facility^33^.

A small number of vervets from West Africa were introduced to the Caribbean Islands during the colonial era. The feral vervet population vastly expanded in the ecosystem due to the absence of natural predators. Wild-born vervet monkeys from the highly abundant population on St. Kitts Island are currently a source of animals for biomedical research in multiple local primate facilities^28^. After capture, wild-born monkeys are placed in a 28-day quarantine in the primate facility, during which they are sometimes housed individually and assessed for infectious agents and behavioral problems before being integrated to the colony. We hypothesized that the temporary disruption of social support following removal from the family troop and placement in solitary housing would be a meaningful psychosocial stressor that would exceed other stressors experienced thus far in juvenile individuals and, therefore, that this setting would represent a natural model for stress studies.

Here, we present the neuroendocrine, immune, metabolic, and transcriptomic responses of 15 Kittitian juvenile vervet males subjected to conditions closely mimicking the standardized quarantine procedures. We demonstrate that the quarantine-related stress significantly dysregulated the immune system, blood transcriptome, and blood cell composition, supporting our hypothesis that the quarantine setting represents a natural model system for studies on PS in the vervet monkey.

## Results

### Biochemical responses to PS

During the period of relocation and quarantine, hair cortisol increased from 68.62 ± 83.03 pg/mg (before quarantine at day 0 (Tp1)) to 96.49 ± 62.65 pg/mg (after quarantine on day 28 (Tp6)) (Supplementary Figure 1). A Wilcoxon Signed-Rank Test indicated that hair cortisol level was statistically significantly increased after the quarantine Z = 1.69, p < 0.0455 (one tail), when the entire group of 15 individuals was tested. We observed large inter-individual variability in baseline cortisol levels because of two individuals, VSC00010 and VSC00014, that exhibited high baseline cortisol levels. These individuals came from different regions of St. Kitts Island and did not show any visible signs of old or fresh injuries, poor nutrition, or other health problems that could explain the elevated cortisol levels or additional sources of stress. It is possible that these individuals experienced unknown social circumstances in their troops^34^ that contributed to their high cortisol levels. After quarantine, there were two upper outliers that stood out due to very high hair cortisol levels: VSC00010 and VSC00015 (which was the only individual subjected to quarantine during Hurricane Danny, a possible additional stressor). After exclusion of these three individuals with outlying individuals measurements (defined according to the 1.5 x IQR rule), we observed a significant increase in hair cortisol level from 39 ± 15.96 pg/mg on day 0 (Tp1) to 72.10 ± 30.69 pg/mg on day 28 (Tp6) after the quarantine (Wilcoxon Signed-Ranks test, Z = 2.57, p < 0.0051 [one tail]). This increase in cortisol during quarantine is consistent with the sustained activation of the HPA axis, implying that quarantine was a meaningful stressor and thereby demonstrating the validity of our PS model.

Stress can induce a wide spectrum of alterations in immune indices associated with immunoprotective, immunopathological, and immunoregulatory/inhibitory effects^35^. Longitudinal assessment of circulating levels of 29 immune biomarkers revealed that mean levels of nine molecules (IL-1β, IL-1RA, IFN-γ, eotaxin, MCP1, MDC, MIF, RANTES, and HGF) showed changes across the experimental time points that were nominally significant (p < 0.05, Table 1). Immune biomarker molecules with typically pro-inflammatory effects (e.g., IL-1β and IFN-γ) as well such molecules with anti-inflammatory effects (e.g., IL1-RA and HGF) showed a coordinated decrease in response to the relocation and quarantine stressor (Fig. 1). The gradual decrease in average cytokine levels, which reached their maximum on day 14, is consistent with PS-induced suppression of the immune system. After day 14, average levels of RANTES and IL-1β evidenced recovery, suggesting progressive habituation to the stressor, while seven other biomarkers (Eotaxin, MCP-1, HGF, IFN-γ, MDC, MIF, IL-1RA) remained significantly different (P < 0.05) from the baseline at the end of quarantine period. Stress can induce immunoprotective (e.g., promote wound healing and eliminate infections), immunopathological, and immunoregulatory effects depending on the context and the duration of the stressor^36–40^. Typically, short-term stress lasting for minutes, hours, or days triggers adaptive mechanisms, preparing the body for challenges that may be imposed by stressor, such as wounds, injuries, or infections, through enhancing immune responses. However, long-term or repeated, intermittent stress lasting for weeks or months can suppress or dysregulate immune responses^38^. Based on the pattern in immune marker response, we can conclude that the applied quarantine conditions represented a long-term, persistent stressor that evoked immune suppression.

**Table 1:** Variability of immune, microbial translocation, and glycemic biomarkers.

Variable	ANOVA p-value	Tp6 vs. Tp1 p-value*	p-value for inclusion of random effect
sCD14	4.14E-01	6.00e-01	1.06E-01
LPS	4.19E-01	8.05e-02	2.26E-01
IL-1β	**8.49E-05**	5.36e-01	**1.17E-04**
IL-12	2.41E-01	9.18e-01	**1.33E-07**
RANTES	**1.67E-04**	6.41e-01	**5.11E-04**
Eotaxin	**2.07E-03**	**1.18e-03**	**3.22E-03**
MCP-1	**8.24E-06**	**5.41e-04**	**9.76E-03**
HGF	**3.75E-05**	**4.02e-02**	**8.74E-06**
IFN-γ	**3.48E-05**	**1.65e-02**	**3.56E-04**
MDC	**4.46E-04**	**3.14e-02**	**2.74E-02**
MIF	**1.73E-09**	**3.53e-04**	**2.40E-05**
IL-1RA	**1.50E-10**	**2.25e-06**	**4.33E-05**
IP-10	5.36E-01	6.20e-01	**2.18E-03**
IL-4	3.30E-01	1.870e-01	4.83E-01
A1c	1.26E-01	3.11e-01	**1.97E-02**
GHb	1.44E-01	2.09e-01	**2.76E-02**

**bold** face p-value < 0.05.

*paired t-test p-value.

**Figure 1:**
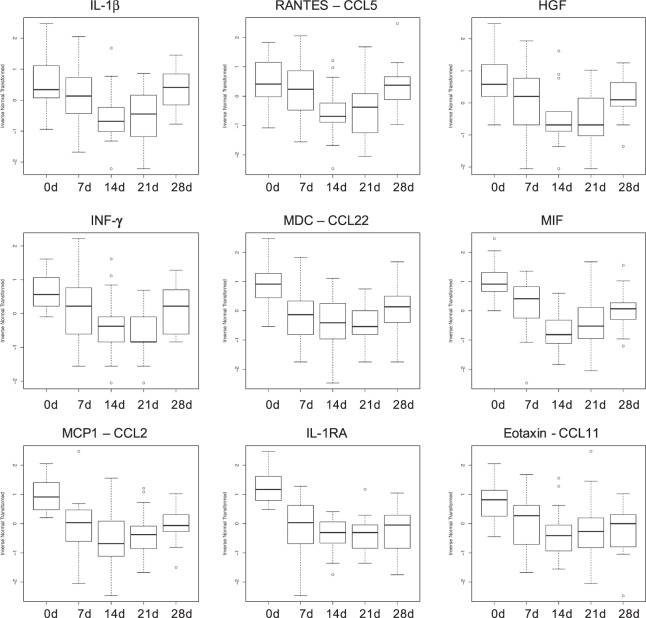
Circulating cytokine, chemokine, and growth factor levels (IL-1β, RANTES, Eotaxin, MCP1, HGF, IFN-γ, MDC, MIF, IL-1RA) at five experimental time points: day 0 (Tp1 i.e. baseline), day 7 (Tp3), day 14 (Tp4), day 21 (Tp5), and day 28 (Tp6).

Psychosocial stress can also increase the permeability of the intestinal barrier, causing the translocation of bacteria and antigens from the gut to the bloodstream and, in turn, activating pro-inflammatory responses^41–43^. To assess the potential effects of PS on the permeability of the gut epithelium and systemic inflammatory state, we investigated plasma levels of the microbial translocation biomarker sCD14, an indicator of monocyte activation, as well as levels of the bacterial endotoxin lipopolysaccharide (LPS). We did not observe significant changes in circulating levels of sCD14 or LPS (Supplementary Figure 2), suggesting that the animals maintained an intact mucosal barrier that prevented microbial translocation.

Given that emotional stress is a risk factor for the development of type 2 diabetes (T2D) in healthy individuals^44^ and aggravates outcomes in people already affected by T2D^45^, we predicted that PS would increase circulating levels of the glycemic biomarkers, A1C and GHb. We observed that neither of these glycemic biomarkers showed significant variability over the course of the PS (Supplementary Figure 3). The lack of effect on these glycemic measures may be related to the young age of our study subjects, considering that the risk of type II diabetes generally increases with older age^46,47^. Also, the 28-day exposure period may be too short to dysregulate the metabolic system and reflect only a fraction of the potential long-term alterations to hemoglobin glycation levels.

Individuals differ with respect to perception of and reaction to stressors, resulting in different susceptibilities to stress-related diseases. These differences are generally shaped by two factors: genetic background and environmental exposure. We anticipated that the well-controlled quarantine environment, where external influences were minimized, would make the inter-individual variability in stress responses due to genetic differences more apparent. We observed that, of nine stress-reactive immune markers, all - except IL-4 - showed significant inter-individual variability in the stress response (Table 1) and may represent candidate biomarkers with potential genetic contribution to stress reactivity for further studies.

### Massive dysregulation of blood transcriptome in response to the relocation stressor

Glucocorticoids have widespread effects on transcriptional regulation^48^. To assess stress-related changes in gene expression, we analyzed the RNA-seq transcriptomic profiles of the monkeys at three time points during the PS experiment: day 0 (Tp1, baseline conditions), day 3 (Tp2), and day 14 (Tp4). 

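Whole-blood RNA of 15 juvenile male vervets was sequenced at each of the 3 time points, which gave 45 libraries. The libraries were stranded and had ribosomal and globin RNA removed. The authors aligned the paired-end reads with STAR and counted fragments per gene with HTSeq. The deposited values are FPKM, fragment counts divided by gene length and by the library's total on genes, with no further scaling between libraries. Every value above 0 was a whole multiple of what 1 fragment was worth in its sample and gene, so the number of fragments behind each value could be recovered. Between 13216275 and 31469332 fragments per sample fell on genes, with a median of 22963964 on day 0, 22754349 on day 3 and 22758493 on day 14. These totals did not differ from day 0 by a two-sided exact sign-flip test over the 15 animals (p = 0.406 on day 3 and 0.346 on day 14). FPKM were scaled by the trimmed mean of M values (TMM), 0.1 was added, and log2 values were compared with limma, with one mean per time point and p-values adjusted by Benjamini-Hochberg over the tested genes. The tests covered 18753 genes, known by their symbols alone, with more than 0.5 CPM (counts scaled to the library's total) in at least 3 samples, the filter the paper states for its network. At that limit a gene rests on 6.61 fragments in the smallest library and 15.7 in the largest. The 20 genes with the highest mean CPM over all 45 libraries took 8.91% ± 4.14 (SD, n = 15) of a library's fragments on day 0, 13.7% ± 5.35 on day 3 and 22.2% ± 6.02 on day 14, and both later time points were higher than day 0 in 14 of 15 animals (sign-flip p = 1.83e-04 and 1.22e-04). Such a set favours genes that are high on any 1 day, so part of this trend may come from the choice of genes. With TMM the median log2 fold change of all tested genes was 0.01 on day 3 and −0.03 on day 14. Without it the median was −0.03 and −0.36, so changes on day 14 are given relative to the typical gene. All day 0 samples were taken in the field under ketamine and xylazine, and all later ones under dexmedetomidine and midazolam, so that sedation and place cannot be told apart from the change between day 0 and the later days. The paper's text and the sample labels name no sequencing batch.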

The latter two time points hypothetically represented short-term and long-term PS exposures, respectively. We employed two approaches to identify genes whose expression changed over time in response to the stressor: differential gene expression analysis, comparing expression between different experimental time points, and network analysis, identifying modules of co-expressed genes associated with experimental time points.

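At an adjusted p-value under 0.05, limma called 2327 genes on day 3 vs. day 0, of which 1162 were up-regulated and 1165 down-regulated. On day 14 vs. day 0 it called 6750 genes (3448 up and 3302 down), and on day 14 vs. day 3 it called 2563 genes (1516 up and 1047 down). In at least 1 of the 3 comparisons 7838 genes changed. The balance of rises and falls depended on the scaling. Without TMM, 1465 genes were up and 7799 down on day 14 vs. day 0. On day 14 vs. day 3 it was then 606 up and 6625 down. Each animal gave a sample at every time point. After removal of the time point means, samples of the same animal correlated with a mean r of 0.328 and samples of different animals with a mean r of −0.0231, both across genes. With the animal as a replicate block, the counts were 3644 genes on day 3 vs. day 0, 8264 on day 14 vs. day 0, 4547 on day 14 vs. day 3 and 10018 in any comparison. With the RNA integrity number, which rose with the time point, as a covariate they fell to 1460, 3807, 1153 and 4613. Block and covariate together gave 2851, 4154, 1827 and 5827. The count on day 14 vs. day 3 moved most between alternatives: it was highest without TMM scaling, and it lay between 842 and 3193 when each animal was left out in turn.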

We observed significant changes in the expression of 3,393 genes on day 3 vs. day 0, 7,551 genes on day 14 vs. day 0, and 4,286 genes on day 14 vs. day 3 (FDR threshold of 0.05), corresponding with a total of 9,055 dysregulated genes (Supplementary Table 1). Considering an absolute log2 fold change of “1” or greater as the threshold, we observed significant dysregulation in the expression of 556 genes (205 genes up-regulated and 351 genes down-regulated) on day 3 vs. day 0, 2,304 genes (1,441 up and 863 down) on day 14 vs. day 0, and 863 genes (700 up and 163 down) on day 14 vs. day 3.

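A change of at least 2-fold at an adjusted p-value under 0.05 was called for 416 genes (262 up and 154 down) on day 3 vs. day 0, 1630 genes (1147 up and 483 down) on day 14 vs. day 0 and 436 genes (393 up and 43 down) on day 14 vs. day 3. With 1 in place of 0.1 added before the logarithm the counts were 224, 995 and 268 genes, and when each animal was left out in turn the count on day 14 vs. day 3 lay between 194 and 552. Without TMM, falls outnumbered rises on day 14 vs. day 0 (650 up and 1481 down) and on day 14 vs. day 3 (142 up and 355 down). On day 3 vs. day 0 rises were still more frequent (274 up and 184 down). The genes named here had a mean of at least 5 CPM and moved the same way in at least 14 of the 15 animals. Among the largest rises on day 3 were those of TAGLN and SPTB, with log2 fold changes of 2.47 and 2.35. SPTB went from 2.99 ± 1.85 FPKM (SD, n = 15) to 15.6 ± 10.0 (standard error of the log2 fold change 0.44, adjusted p = 8.37e-04 from limma) and was higher in 15 of 15 animals. The largest falls were those of PTGS2 (−2.15), GCA (−1.95) and NLRP6 (−1.41). PTGS2 went from 51.8 ± 53.6 FPKM to 8.27 ± 5.72 (standard error 0.39, adjusted p = 6.07e-04) and was lower in 14 animals. On day 14 PAQR9 rose most, on chromosome 15 in the paper's Supplementary Table 1, from 54.7 ± 43.6 to 408 ± 257 FPKM (log2 fold change 3.15, standard error 0.44, adjusted p = 1.33e-06, higher in 14 animals). TMCC2 (3.11) and SLC4A1 (3.09) followed. PROK2 fell most, from 9.64 ± 12.5 to 1.06 ± 0.702 FPKM (log2 fold change −2.40, standard error 0.41, adjusted p = 1.46e-05, lower in 14 animals), followed by IL18RAP (−2.05) and MGAM (−1.96). Between day 3 and day 14, GIPC2 (1.91), HEMGN (1.87) and ERICH2 (1.79) rose most and each was higher in 15 of 15 animals, with adjusted p = 0.0118, 0.00661 and 0.00151. TAGLN (−1.90, adjusted p = 0.0121), ITGB3 (−1.56, 0.00598) and VWF (−1.46, 0.0124) fell most over the same interval.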

Many of the genes that showed a strong dysregulation in response to the PS (log2FC below −3 or above 3) are involved in biological processes related to different pathologies, including cardiovascular disease, Alzheimer’s disease, tumor formation, oxidative stress, and neurotransmission. 

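An absolute log2 fold change above 3 was reached by 0 genes on day 3 vs. day 0 and by 0 genes on day 14 vs. day 3, at an adjusted p-value under 0.05 as well as at an unadjusted one. Without a limit on the fold change, 4864 and 5813 genes had an unadjusted p-value under 0.05 in these comparisons. On day 14 vs. day 0, 9 genes passed, all of them up-regulated, among them PAQR9, TMCC2, SLC4A1 and IFIT1B. This number depends on several choices. With 0.01 in place of 0.1 added before the logarithm it was 21 genes on day 14 vs. day 0, 1 on day 3 vs. day 0 and 2 on day 14 vs. day 3. On day 14 vs. day 0 it lay between 3 and 24 when each animal was left out in turn. With the RNA integrity number as a covariate it was 15.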

To assess which biological functions were impacted by the PS, we evaluated the possible enrichment of functional gene categories (GO and KEGG terms) among the dysregulated genes. Among the most strongly enriched GO biological processes in genes dysregulated on day 3 vs. the baseline were cell death, cellular responses to stress and chemical stimuli, and cell cycle regulation. 

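The terms of the enrichment tool are not in the files, so each category was represented by a list of its known genes and compared with all 18753 tested genes, 12.4% of which changed on day 3. Of the 43 tested genes on the cell death list, 13 changed on day 3 (3 up and 10 down), 2.44 times the share of all genes (one-sided Fisher's exact test, adjusted p = 0.00599 over 87 tests). Of 49 genes on the list for cellular responses to stress, 13 changed (4 up and 9 down), 2.14 times that share (adjusted p = 0.0174). Of 62 mitotic cell cycle genes, 15 changed, all up, 1.95 times that share (adjusted p = 0.0222). With the animal as a replicate block these ratios were 1.80, 1.79 and 1.83 (adjusted p = 0.0312, 0.0251 and 0.00804). Among genes changed at least 2-fold they were 2.10, 3.68 and 0.727, and none passed the threshold (adjusted p = 0.581, 0.115 and 1). Genes of a list are not independent, so these p-values describe the present libraries. Averaged over its genes, the cell death list changed by −0.05 ± 0.20 on the log2 scale (SD, n = 15, lower in 9 animals, adjusted p = 0.456 from a two-sided exact sign-flip test over 58 list tests), and with the median over genes in place of the mean, the alternative that crossed the threshold, by −0.14. The stress list changed by −0.08 ± 0.41 (lower in 10 animals, adjusted p = 0.539). The mitotic list rose by 0.41 ± 0.38 (higher in 12 animals, adjusted p = 0.00496). BCL2L1 on chromosome 2, an inhibitor of apoptosis, rose from 51.4 ± 45.5 to 167 ± 101 FPKM (log2 fold change 2.01, standard error 0.40, adjusted p = 0.00118 from limma, higher in 15 animals), and HTRA2 fell from 16.0 ± 2.85 to 12.6 ± 1.51 FPKM (log2 fold change −0.33, standard error 0.08, adjusted p = 0.00676, lower in 13 animals). BCL2L1 is also on the list of reticulocyte and erythroid precursor genes, which rose by 1.27 on day 3 in 15 animals. Its rise can therefore not be assigned to cell death alone.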

On day 14 vs. baseline, the enriched GOs were cell cycle processes (and related processes) and cellular responses to stress (Fig. 2).

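On day 14, when 36.0% of all tested genes had changed, 48 of the 62 mitotic cell cycle genes had changed and each of the 48 was up-regulated, 2.15 times the share of all genes (one-sided Fisher's exact test, adjusted p = 5.4e-10). With the animal as a replicate block it was 51 genes (1.87 times, adjusted p = 8.44e-09). The mean log2 FPKM of these genes was 1.23 ± 0.34 (SD, n = 15) on day 0, 1.64 ± 0.32 on day 3 and 2.12 ± 0.31 on day 14. The rise to day 14 of 0.88 ± 0.53 was seen in 14 of 15 animals (adjusted p = 0.00118, exact sign-flip test) and was 0.49 without TMM. Of these genes, NCAPH had the lowest adjusted p-value. It went from 2.01 ± 0.651 to 5.83 ± 2.23 FPKM (log2 fold change 1.44, standard error 0.18, adjusted p = 3.31e-07 from limma, higher in 15 animals). On the list for cellular responses to stress, 22 of 49 genes changed (14 up and 8 down), a ratio of 1.25 to all genes that did not pass the threshold (adjusted p = 0.223), nor did it with the replicate block (1.25, adjusted p = 0.157). The list changed by 0.14 ± 0.49 (higher in 10 animals, adjusted p = 0.427), and by −0.28 without TMM (adjusted p = 3.54e-04). Single genes of this list changed in both directions. GADD45A rose from 31.6 ± 26.9 to 162 ± 83.6 FPKM (log2 fold change 2.62, standard error 0.35, adjusted p = 9.2e-07, higher in 15 animals). EIF2AK3 on chromosome 14 fell from 62.9 ± 9.00 to 43.1 ± 6.01 FPKM (log2 fold change −0.54, standard error 0.08, adjusted p = 1.62e-06, lower in 15 animals).

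**Figure D1:**
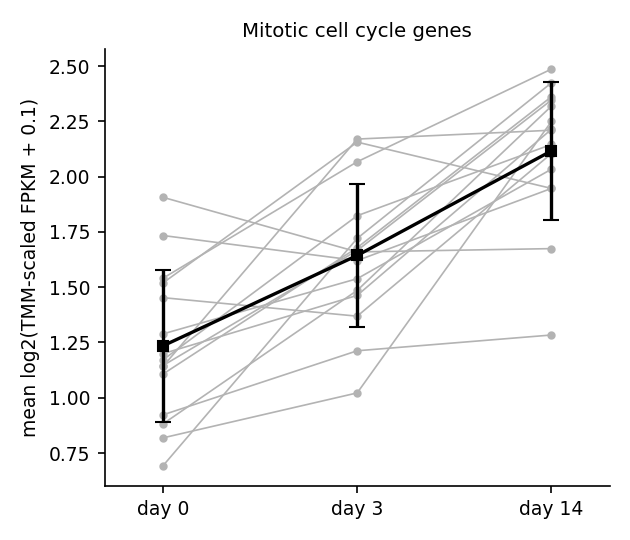
Mean log2 FPKM (scaled by TMM, 0.1 added) of the 62 mitotic cell cycle genes (y axis) at day 0, day 3 and day 14 (x axis). Each grey line is 1 of the 15 animals and black squares with bars are the mean and SD, which rises from 1.23 to 1.64 and 2.12; 14 of the 15 animals were higher on day 14 than on day 0.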

**Figure 2:**
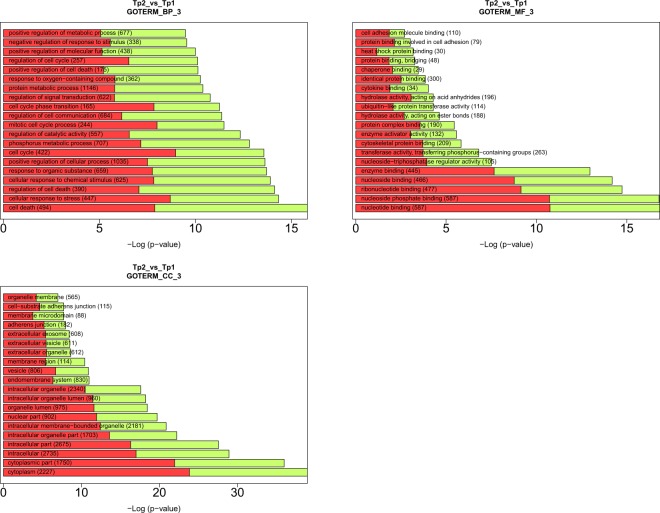
Gene Ontology (GO) enrichment analysis among stress-related genes genes based on the David tool. The red and green bars correspond to the proportion of up- and down-regulated genes.

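Of 53 tested genes on a list for platelet activation and coagulation, 28 changed on day 3 vs. day 0, 27 of them up, 4.26 times the share of all tested genes (one-sided Fisher's exact test, adjusted p = 3.08e-11). With the animal as a replicate block it was 32 genes (3.11 times, adjusted p = 9.18e-10), and among genes changed at least 2-fold it was 21 genes, all up (17.9 times, adjusted p = 5.38e-20). The mean log2 FPKM of the list was 3.30 ± 0.57 (SD, n = 15) on day 0, 3.97 ± 0.30 on day 3 and 3.49 ± 0.34 on day 14. It rose by 0.68 ± 0.54 to day 3 in 12 of 15 animals (adjusted p = 0.00354, exact sign-flip test) and by 0.64 without TMM. On day 14 it differed from day 0 by 0.20 ± 0.60 (adjusted p = 0.348), or by −0.20 without TMM. ITGA2B on chromosome 16, which encodes the platelet integrin alpha IIb, went from 24.0 ± 24.6 to 76.0 ± 35.8 FPKM on day 3 (log2 fold change 2.20, standard error 0.37, adjusted p = 3.38e-04 from limma, higher in 14 animals). ITGB3, on the same chromosome, encodes its partner chain and went from 23.6 ± 21.0 to 74.0 ± 34.0 FPKM (log2 fold change 2.04, standard error 0.36, adjusted p = 5.14e-04, higher in 13 animals). MYL9 went from 5.93 ± 6.14 to 16.8 ± 9.34 FPKM (log2 fold change 1.83, standard error 0.33, adjusted p = 5.68e-04, higher in 14 animals).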

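For AMPK signaling, 17 of 61 tested genes changed on day 3 vs. day 0 (9 up and 8 down), 2.25 times the share of all genes (adjusted p = 0.00417). MAPK signaling had 23 of 83 (8 up and 15 down), a ratio of 2.23 (adjusted p = 8.45e-04). A list that joined acute myeloid leukemia, prostate cancer and renal carcinoma had 23 of 107 (8 up and 15 down), a ratio of 1.73 (adjusted p = 0.0174). In the fit with the animal as a replicate block the ratios of these 3 lists were 1.86, 1.74 and 1.49 (adjusted p = 0.00691, 0.0064 and 0.0285). Among genes changed at least 2-fold none of the 3 lists passed the threshold (adjusted p = 0.815, 0.958 and 0.532). As a whole none of the 3 lists passed the threshold of the sign-flip test with the mean over genes and TMM: AMPK signaling changed by 0.02 ± 0.27 (SD, n = 15, adjusted p = 0.859), or −0.03 without TMM, MAPK signaling by −0.08 ± 0.19 (adjusted p = 0.219) and the cancer list by −0.01 ± 0.23 (adjusted p = 0.944). MAPK signaling passed it with the median over genes (−0.23, adjusted p = 0.00118) and without TMM (−0.12, adjusted p = 0.0443). CREB1 on chromosome 10 had the lowest adjusted p-value of the AMPK genes, together with PFKP. CREB1 fell from 29.6 ± 3.92 to 22.8 ± 2.91 FPKM (log2 fold change −0.38, standard error 0.07, lower in 14 animals), and PFKP rose from 14.2 ± 4.04 to 21.5 ± 5.26 FPKM (0.61, standard error 0.12, higher in 14 animals), each with an adjusted p of 0.0011 from limma. In MAPK signaling SOS2 fell from 38.8 ± 29.1 to 16.5 ± 2.87 FPKM (log2 fold change −0.95, standard error 0.20, adjusted p = 0.0018, lower in 14 animals).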

Considering the Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways, the dysregulated pathways on day 3 vs. the baseline were enriched for the platelet activation pathway (hsa04611), the AMPK and MAPK signaling pathways, and cancer (Fig. 3). On day 14 vs. the baseline, among the most overrepresented KEGG pathways were those related to homeostatic processes, including HIF-1 signaling (involved in oxygen homeostasis and immunological response), insulin signaling (involved in energy homeostasis), and AMPK signaling (a key regulator of cellular energy homeostasis). 

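On day 14 vs. day 0, 39 of 73 tested genes of HIF-1 signaling changed (14 up and 25 down), 1.48 times the share of all tested genes (adjusted p = 0.0062, one-sided Fisher's exact test). Insulin signaling had 47 of 90 (16 up and 31 down), a ratio of 1.45 (adjusted p = 0.00485), and AMPK signaling had 36 of 61 (12 up and 24 down), a ratio of 1.64 (adjusted p = 0.00112). With the replicate block the ratios were 1.40, 1.36 and 1.41 (adjusted p = 0.007, 0.00691 and 0.0101). Among genes changed at least 2-fold none of these lists passed the threshold (adjusted p = 0.51, 0.809 and 0.302). As a whole, HIF-1 signaling changed by −0.06 ± 0.28 (SD, n = 15, lower in 8 animals, adjusted p = 0.514, sign-flip test) and insulin signaling by −0.11 ± 0.22 (lower in 10 animals, adjusted p = 0.108). AMPK signaling changed by −0.03 ± 0.26 (lower in 8 animals, adjusted p = 0.728). Without TMM, which moves the median of all tested genes to −0.36, these 3 lists fell by 0.47, 0.53 and 0.42 and passed the threshold (adjusted p = 3.54e-04, 3.54e-04 and 5.45e-04), and insulin signaling also passed with the median over genes (−0.19, adjusted p = 0.0138) and with genes scaled to unit variance (adjusted p = 0.0485). PDK1 of the HIF-1 list went from 33.9 ± 7.32 to 19.4 ± 3.39 FPKM (log2 fold change −0.80, standard error 0.11, adjusted p = 9.7e-07 from limma, lower in 15 animals). SLC2A1, which encodes a glucose transporter, went from 6.64 ± 2.18 to 32.0 ± 25.3 FPKM (log2 fold change 1.93, standard error 0.30, adjusted p = 4.6e-06, higher in 14 animals). AKT2 on chromosome 6 belongs to the HIF-1 and the insulin list and went from 23.7 ± 6.26 to 59.6 ± 27.0 FPKM (log2 fold change 1.23, standard error 0.18, adjusted p = 2.76e-06, higher in 14 animals).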

Other enriched pathways were related to cancer, including acute myeloid leukemia, prostate cancer, and renal carcinoma, and Fc gamma R-mediated phagocytes, which are essential for host defense because of their participation in the uptake and destruction of infectious pathogens.

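The joint cancer list had 56 of 107 genes changed on day 14 (18 up and 38 down), 1.45 times the share of all tested genes (adjusted p = 0.00187). For Fc gamma R-mediated phagocytosis it was 39 of 72 genes (7 up and 32 down), a ratio of 1.50 (adjusted p = 0.00485). With the replicate block both ratios passed as well (1.40 and 1.32, adjusted p = 9.68e-04 and 0.0272), and among genes changed at least 2-fold neither did (adjusted p = 0.727 and 0.845). Over its genes the phagocytosis list fell by 0.22 ± 0.25 on the log2 scale (SD, n = 15) in 11 of 15 animals (adjusted p = 0.0147, exact sign-flip test), while the cancer list changed by −0.05 ± 0.21 (lower in 9 animals, adjusted p = 0.514). The cancer list passed the threshold without TMM (−0.45, adjusted p = 3.54e-04), with the median over genes (−0.25, adjusted p = 0.0187) and with genes scaled to unit variance (adjusted p = 0.0485). VAV3, a phagocytosis gene, went from 27.9 ± 12.9 to 14.0 ± 2.45 FPKM (log2 fold change −0.89, standard error 0.14, adjusted p = 5.9e-06 from limma) and was lower in 15 of 15 animals.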

**Figure 3:**
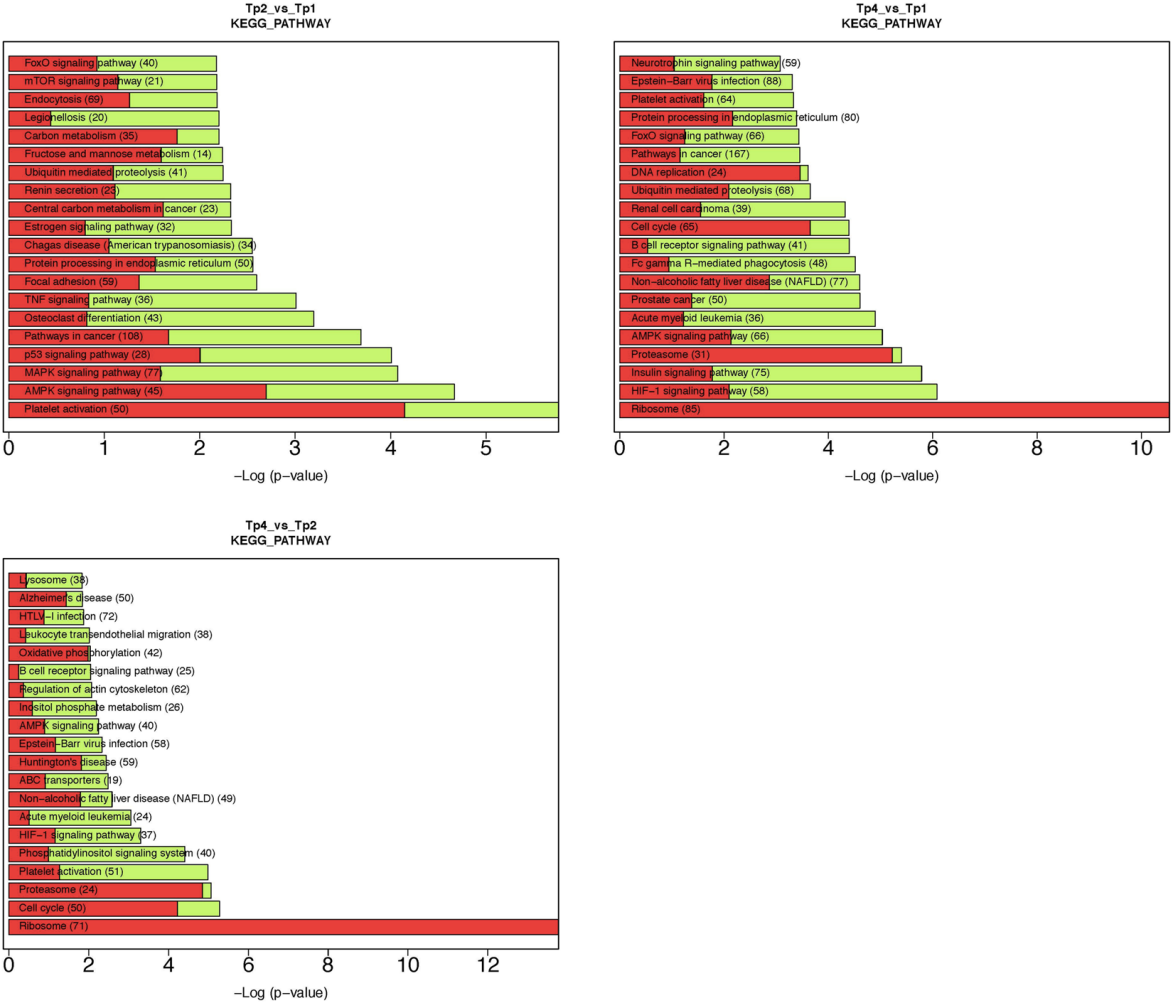
KEGG pathway enrichment analysis among genes dysregulated in response to stress based on the David tool.

### Weighted Gene Correlation Network Analysis (WGCNA) of blood transcriptomic responses to PS

We grouped genes into modules using WGCNA (Supplementary Figure 4). We identified 31 gene modules, including 10 modules that were significantly correlated with at least one experimental time point (correl. ≥0.55, p-value < 0.001) (Fig. 4). 

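The authors' network could not be rebuilt from the stated settings, so the 18753 tested genes were grouped into the same number of modules, 31, by spherical k-means (20 starts) on their standardized log2 values. The eigengene of a module is its first principal component, and its correlation with a time point was tested by 10000 permutations of the time points within animals. With 31 modules and 3 time points there were 93 tests. Of the 31 modules, 6 had an absolute r of at least 0.55 with a time point. The highest absolute r was that of a module of 561 genes, 0.713 with day 0 (adjusted p = 7.75e-04). The number of such modules moved most with Ward's hierarchical clustering, which gave 10. Modules were compared with the paper's by the listed genes they held, since the paper's lists of module members were not used here.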

We conducted pathway enrichment analysis for significantly correlated modules. The modules that showed the strongest correlations with a time point (correl. ≥65) were associated with rather general biological terms. For example, the saddle brown module (correl. 71 with day 0) was associated with alternative splicing. The midnight module (correl. 69 with day 0) was associated with alternative splicing and phosphoprotein. The royal blue module (correl. 65 with day 15) was associated with protein modification. The black module (correl. 65 with day 15) was associated with acetylation, cell division, mitotic processes, and mitochondrial respiratory chain functions. 

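The module that held the most mitotic cell cycle genes, 24 of 62 where 4.12 would be placed there at random, had 1247 genes and also held 17 of the 52 genes of reticulocytes and erythroid precursors and 12 of the 56 genes of the mitochondrial respiratory chain. Its eigengene, which carried 65.5% of the module's variance, correlated with day 14 at r = 0.663 (rho = 0.657, permutation p within animals 1e-04 for both, the smallest 10000 permutations can give, adjusted p = 7.75e-04 for r) and with day 0 at r = −0.505 (adjusted p = 7.75e-04). With day 3 it was −0.158 (adjusted p = 0.442). Without the 2 samples farthest from the median of the eigengene, r with day 14 was 0.619. The eigengene was above 0 in 1 sample on day 0, in 4 on day 3 and in 14 on day 14. Across the whole respiratory chain list, 39 of 56 genes changed on day 14 vs. day 0, all up (1.93 times the share of all tested genes, adjusted p = 2.97e-06; with the replicate block 45 genes, 1.82 times). Its mean log2 FPKM rose from 4.62 ± 0.28 (SD, n = 15) to 5.18 ± 0.27 in 15 of 15 animals (difference 0.56 ± 0.43, adjusted p = 8.85e-04, exact sign-flip test). Without TMM the difference was 0.14 and no longer past the threshold. ATP5J went from 13.1 ± 4.61 to 37.3 ± 17.4 FPKM (log2 fold change 1.44, standard error 0.24, adjusted p = 9.63e-06 from limma, higher in 15 animals).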

Finally, the turquoise module (correl.−55 with day 0 and correl. 63 with day 15) showed increased expression during the PS experiment and enrichment of phosphoprotein, acetylation, and mitotic and cell cycle processes.

**Figure 4:**
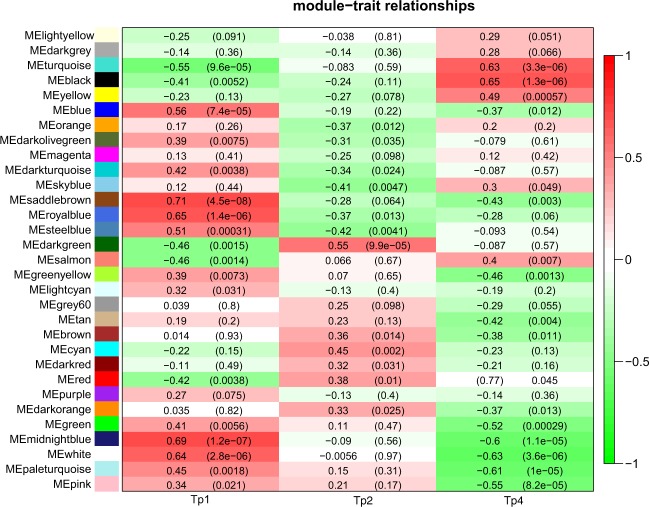
Module - time point correlation of the WGCNA modules. Each row corresponds to a module, while each column represents one time point: Tp1 i.e. baseline, Tp2 (day 3) and Tp4 (day 14). Correlation coefficients between the PC1 of a given module and specific time point are shown as color shades of each cell. The numeric value of correlation for each module-time point pair is also shown as numbers in each cell with a corresponding p-value beneath in parenthesis.

More specific biological terms were associated with the modules moderately and significantly correlated with the course of PS (Fig. 5). The blue module (correl. 56 with day 0) showed the enrichment of numerous terms related to immune and inflammatory functions, including the immune system process, defense response, immune response, response to stress, inflammatory response, apoptotic process, and cell death. These observations suggest that PS can impact health through the disruption of immune, inflammatory, and cell death processes. 

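Of 94 tested genes on a list for the inflammatory response, 61 fell into 1 module of 1272 genes, where 6.38 would be placed at random, and the same module held 28 of 30 neutrophil genes. Its eigengene (60.8% of the variance) correlated with day 0 at r = 0.551 (rho = 0.475, permutation p = 1e-04 and 9e-04, adjusted p = 7.75e-04 for r), with day 3 at −0.179 (adjusted p = 0.371) and with day 14 at −0.371 (adjusted p = 0.0297). Without the 2 farthest samples r with day 0 was 0.490. The spread between animals was wider on day 0 (0.116 ± 0.199, SD, n = 15, median −0.0127) than on day 3 (−0.0378 ± 0.0743) and day 14 (−0.0782 ± 0.0600), and 7 of 15 animals were above 0 on day 0. On day 14 vs. day 0, 71 of the 94 genes changed, 66 of them down (2.10 times the share of all tested genes, adjusted p = 1.61e-13, one-sided Fisher's exact test; 76 genes and 1.83 times with the replicate block). The list fell by 0.71 ± 0.71 on the log2 scale in 12 animals (adjusted p = 0.00583, exact sign-flip test). On day 3 it changed by −0.49 ± 0.91 (lower in 10 animals, adjusted p = 0.108), or −0.53 without TMM (adjusted p = 0.0422), and 31 of its genes were called, 29 of them down (2.66 times the share of all tested genes, adjusted p = 1.74e-06; 49 genes and 2.68 times with the replicate block). SOCS3, an inhibitor of cytokine signaling, went from 33.2 ± 31.3 to 6.57 ± 2.79 FPKM on day 14 (log2 fold change −1.85, standard error 0.32, adjusted p = 1.99e-05 from limma, lower in 12 animals). REL went from 17.7 ± 3.26 to 10.9 ± 1.07 FPKM (log2 fold change −0.68, standard error 0.08, adjusted p = 2.81e-07, lower in 15 animals), and ICAM1 rose from 3.25 ± 1.27 to 9.77 ± 5.09 FPKM (log2 fold change 1.50, standard error 0.19, adjusted p = 3.91e-07, higher in 15 animals).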

The dark green module (correl. 55 with day 3) was characterized by its transiently elevated expression on day 3; enrichment was observed for blood coagulation, platelet activation, wound healing, and response to wounding. This observation is consistent with the association of the platelet activation pathway with transient gene dysregulation on day 3 and points to increased cardiovascular risk following short-term PS.

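The platelet activation and coagulation genes were concentrated in a module of 350 genes, which held 28 of the 53, where 0.989 would be placed at random. Its eigengene, 46.8% of the module's variance, correlated with day 3 at r = 0.520 (rho = 0.53, permutation p within animals 1e-04 and 2e-04, adjusted p = 7.75e-04 for r). With day 0 it was −0.479 (adjusted p = 0.00372) and with day 14 −0.0406 (adjusted p = 0.845). Without the 2 samples farthest from the median of the eigengene, r with day 3 was 0.507. The eigengene was above 0 in 5 of 15 samples on day 0, in 13 on day 3 and in 5 on day 14. Between day 3 and day 14, the platelet list itself fell by 0.48 ± 0.46 on the log2 scale (SD, n = 15) in 12 of 15 animals (adjusted p = 0.00549 over 29 lists, exact sign-flip test). From the transient rise of this module on day 3 and the platelet activation pathway among the genes dysregulated on that day, the paper proposes an increased cardiovascular risk after short-term PS.

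**Figure D2:**
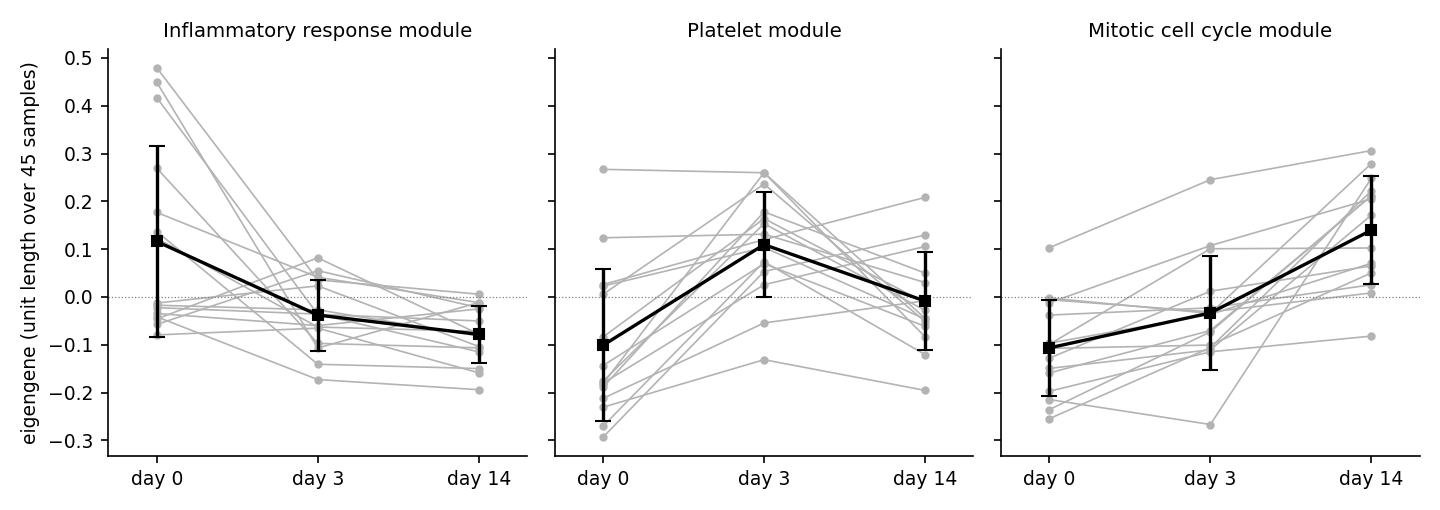
Eigengenes (y axis, no unit) of the modules that held the most inflammatory response, platelet and mitotic cell cycle genes, at day 0, day 3 and day 14 (x axis). Each grey line is 1 of the 15 animals and black squares with bars are the mean and SD. The platelet module was above 0 in 13 of 15 samples on day 3, against 5 on day 0 and 5 on day 14.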

**Figure 5:**
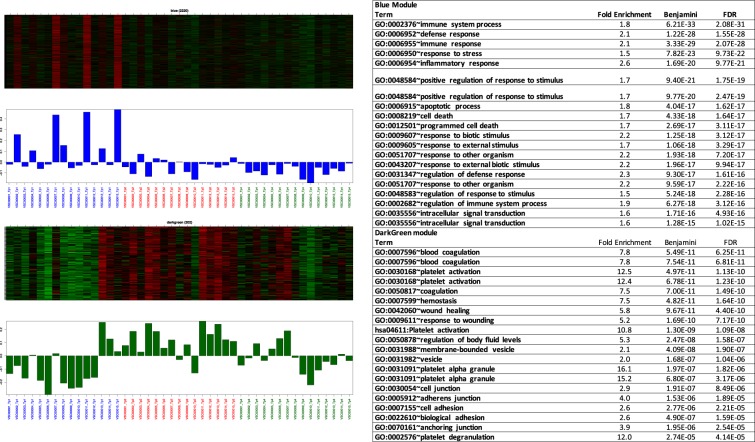
Eigengene (the 1st principal component) values of the blue and dark green WGCNA modules by increasing time points. Samples from 15 animals are organized by time points (first Tp1, then Tp 2, followed by TP4).

### Stress alters cellular composition of blood

Blood is a heterogeneous tissue comprised of a mixture of different cell subtypes. We investigated whether stress had an effect on the composition of cell types in peripheral blood. To estimate the proportions of different cell subsets in our whole blood samples, we employed deconvolution of the bulk transcriptomic data using the Cibersort tool^49^. 

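Cell fractions from the deconvolution tool could not be repeated without its signature matrix. Lists of marker genes were scored instead as the mean log2 FPKM of each list, which measures the RNA share of a cell type and not its count. Day 14 and day 0 were compared by the two-sided exact sign-flip test over 15 animals. CD8 T cell markers (9 genes) rose by 0.90 ± 0.58 (SD, n = 15) in 14 animals (adjusted p = 8.85e-04), and resting NK cell markers (14 genes) by 0.83 ± 0.44 in 14 animals (adjusted p = 8.85e-04). Plasma cell markers (10 genes) rose by 0.76 ± 0.52 in 13 animals (adjusted p = 0.00142). Without TMM these 3 rises were 0.48, 0.44 and 0.35 and no longer past the threshold (adjusted p = 0.0756, 0.0627 and 0.109), and that of plasma cells did not pass with the median over genes either (0.34, adjusted p = 0.0628). Markers of all T cells (21 genes) changed by 0.05 ± 0.33 (higher in 9 animals, adjusted p = 0.656), or by −0.36 without TMM. Naive T cell markers (10 genes) changed by −0.08 ± 0.13 (lower in 11 animals, adjusted p = 0.0665), and passed the threshold with median-of-ratios factors (−0.09, adjusted p = 0.0251), with a filter of more than 1 CPM in at least 15 samples (−0.16, adjusted p = 0.0307) and with genes scaled to unit variance (adjusted p = 0.0110). Monocyte markers (23 genes) changed by −0.23 ± 0.54 (lower in 7 animals, adjusted p = 0.196) and B cell markers (19 genes) by −0.37 ± 0.75 (lower in 9 animals, adjusted p = 0.142). The falls of naive T cell, monocyte and B cell markers were −0.46, −0.64 and −0.77 without TMM (adjusted p = 0.00604, 7.59e-04 and 0.0420).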

We compared the estimated fractions of specific cell types between day 3 and day 14 versus the baseline (day 0) (Supplementary Table 2, Supplementary Figure 5). We observed significant stress-induced dysregulation of two immune cell types, activated memory (but not resting) CD4 + T-cells and neutrophils, on day 14, the time point at which we also observed the strongest decline in the levels of the immune signaling molecules (Fig. 6). 

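The mean log2 FPKM of 30 neutrophil marker genes was 5.15 ± 1.18 (SD, n = 15) on day 0, 4.26 ± 0.69 on day 3 and 3.88 ± 0.57 on day 14. It fell by 1.27 ± 1.07 to day 14 in 14 of 15 animals (adjusted p = 0.00148, exact sign-flip test) and changed by −0.89 ± 1.42 on day 3 (lower in 9 animals, adjusted p = 0.0665; without TMM −0.93, adjusted p = 0.0397; adjusted p = 0.0485 with genes scaled to unit variance). On day 3, 14 of the 30 genes were called, all down (3.76 times the share of all tested genes, adjusted p = 3.25e-05). On day 14, 26 of the 30 genes were called, all down, 2.41 times the share of all tested genes (adjusted p = 2.05e-07), and with the animal as a replicate block it was 26 genes again (1.97 times). CREB5 went from 24.5 ± 18.6 to 6.86 ± 3.78 FPKM (log2 fold change −1.62, standard error 0.32, adjusted p = 9.16e-05 from limma, lower in 14 animals). Of 34 markers of activated memory CD4 + T-cells 25 were tested, with a mean of 2.91 ± 0.24 on day 0, 3.03 ± 0.18 on day 3 and 3.25 ± 0.16 on day 14. Their rise of 0.34 ± 0.27 to day 14 was seen in 15 of 15 animals (adjusted p = 8.85e-04). It depended on the processing: without TMM the difference was −0.06, and with the median over genes in place of the mean it was 0.00. Of the 25 genes, 6 were called on day 14 (5 up and 1 down), a smaller share than among all genes (ratio 0.667, adjusted p = 1). The clearest rises were those of ORC1, from 2.76 ± 2.61 to 12.1 ± 6.92 FPKM (log2 fold change 2.18, standard error 0.32, adjusted p = 2.5e-06, higher in 15 animals), and GZMB on chromosome 24, from 171 ± 94.0 to 480 ± 219 FPKM (log2 fold change 1.52, standard error 0.27, adjusted p = 2.46e-05, higher in 14 animals).

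**Figure D3:**
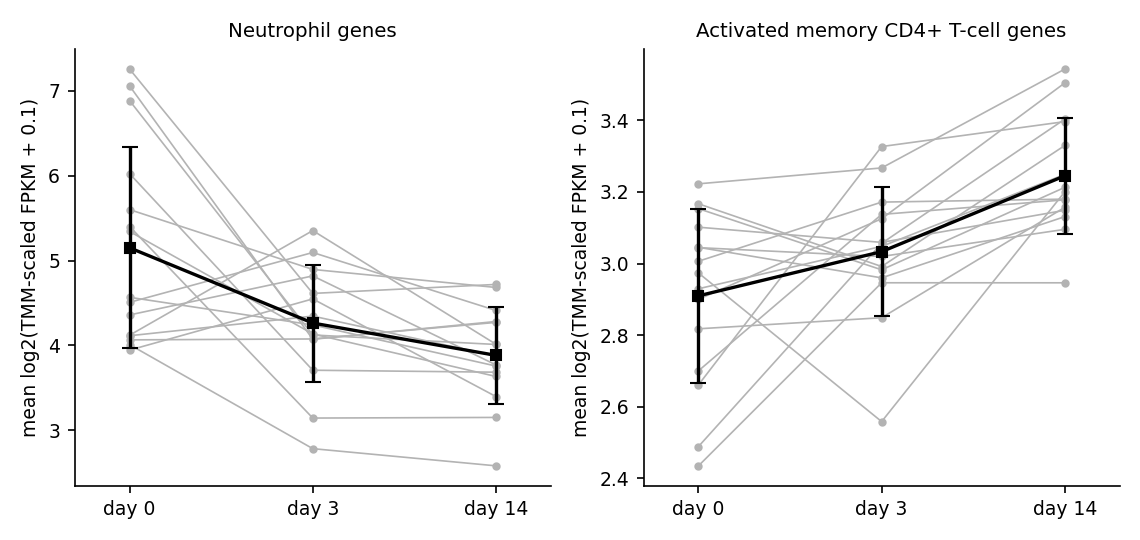
Mean log2 FPKM (y axis) of 30 neutrophil and 25 activated memory CD4 + T-cell marker genes at day 0, day 3 and day 14 (x axis), scaled by TMM with 0.1 added. Each grey line is 1 of the 15 animals and black squares with bars are the mean and SD. The neutrophil mean fell from 5.15 to 3.88, and the T-cell mean rose from 2.91 to 3.25; without TMM the T-cell difference was −0.06.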

Activated memory CD4 + T-cell proportion showed a significant increase (two-tailed Wilcoxon signed-rank test p-value = 0.0008), while the neutrophil fraction showed a significant decrease (two-tailed Wilcoxon signed-rank test p-value = 0.0019) in response to stress.

**Figure 6:**
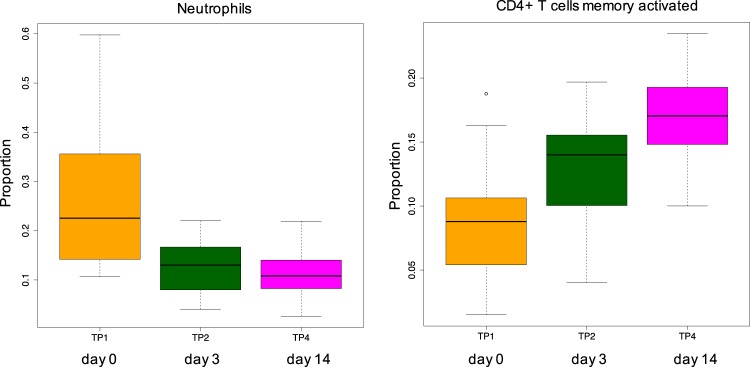
The alterations of neutrophil and activated memory CD4 + T-cell ratios across the experiment.

## Discussion

We have proposed and validated a natural model of PS, which leverages the routine quarantine procedure of wild-born vervets, to facilitate studies of responses to displacement from a natural social and physical environment under controlled conditions. The quarantine increased the accumulation of cortisol in hair, suggesting a sustained activation of the HPA axis concordant with chronic stress and thus supporting our model of PS. Stress can induce immunoprotective (e.g., promote wound healing and eliminate infections), immunopathological, and immunoregulatory effects depending on the context and the duration of the stressor^36–40^. We observed that, among the array of conventional health biomarkers of immune signalling, glycemic health and microbial translocation, nine cytokines, chemokines, and growth factors showed a rapid decline (reaching their lowest levels on day 14), followed by a varying rate of recovery to baseline levels. Given that both classical pro-inflammatory and anti-inflammatory molecules followed this decrease-recovery pattern, we conclude that it is consistent with the transient immunosuppressive effect of stress that is characteristic of chronic stress and followed by adaptation to the novel environment.

Chronically elevated cortisol levels and stress can induce hematological responses manifesting in quantitative alterations in key cell populations in the blood, for example, due to adrenal gland disease in Cushing syndrome or due to physical and psychological stressors in humans^50,51^. In vervets, PS differently modulated the proportions of immune cells during long-term stress (on day 14). An increase was observed in the activated CD4 + memory T cell proportion which are long-lived cells^52^ that may provide a protection against previously encountered pathogens. Our results are concordant with the observation that memory CD4 + T cells were positively linked to responses to a combination of aerobic exercise and heat stress in humans^53^. A PS-associated decrease was observed in the neutrophil fraction. Neutrophils are short-lived cells and the most abundant type of granulocytes acting as the first line of defense against infection as a part of the innate immune responses. They are involved in thrombotic processes, which suppress pathogen dissemination through coagulation^54–56^. The stress-related decrease of neutrophil ratios in the vervet model of PS suggests that the PS can render the exposed individuals more vulnerable to infections. In contrast to the stress related reduction of the neutrophil ratio during the PS in vervets, the neutrophil counts were positively associated with glucocorticoid levels in various vertebrates^57^ and psychosocial stress in humans^50,58^, suggesting that they may respond distinctively per species according to type of stressors and duration of exposure. In summary, our findings evidence that a strong impact of PS on immune functions in vervets. It caused immunosuppression characterised by a decrease in a number of important immune signaling molecules, and also appeared to impair neutrophil-associated innate immune functions. On the other hand, PS may also have a beneficial effect through increasing the activation of CD4 + memory T cells, which may protect against re-exposure to pathogens.

We observed a massive dysregulation of the blood transcriptome in response to PS in vervet, including genes that are involved in reactions to various types of stressors (such as chemical compounds) or relevant for stress-related diseases. Short-term exposure to stress (on day 3) impacted the regulatory pathways of cell survival or cell death, and KEGG pathways associated with the activation of genes crucial for blood coagulation and platelet activation that play a pivotal role in cardiovascular disease^59^. Psychological stress has long been known to alter cardiovascular function and platelet activity^60,61^ and our observation is consistent with the hypothesis that stress may potentiate coronary disease pathogenesis in part via the activation of blood platelets^62^. Short-term stress was also associated with the AMPK signaling pathway, which is involved in sensing cellular energy status, and MAPK pathway playing a key role in stress-induced depression^63,64^. The genes dysregulated during long-term stress (on day 14) are involved in the pathways of various homeostatic processes, including cell cycle and cancer regulation and insulin signaling. Multiple health-related conditions are known to be associated with genes, which showed strong dysregulation (log2FC > 3) during stress exposure in vervet suggesting the relevance of the vervet model of PS to mechanisms linking human conditions with stress. For example, genes dysregulated upon short-term stress (on day 3) were linked to cardiovascular diseases *(ACTA2*), tumor processes (*SIM2*, *POU6F2*, *ADAMTS12*), inflammation and responses to microbes (*PALM3, FLG2)*, reaction to oxidative stress (*THSD4*), and Alzheimer’s disease (*COBL*); and genes dysregulated after long-term stress exposure (on day 14) included cardiomyopathies (*TNNI3*), oxidative stress (*CTSE*) and antiviral properties (*IFIT1b*), stress responses (*GRIA1*), and in neurobehavioral disorders (*SLC6A2*).

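Of the day 3 genes given here, ACTA2 and COBL had an adjusted p-value under 0.05, and none had an absolute log2 fold change above 3. ACTA2 went from 0.0487 ± 0.0540 FPKM (SD, n = 15) on day 0 to 0.565 ± 0.720 on day 3, and from 25 to 297 fragments summed over the 15 samples (log2 fold change 1.67, standard error 0.31, adjusted p = 8.22e-04 from limma, higher in 15 animals; with the replicate block adjusted p = 1.67e-04). COBL went from 0.0877 ± 0.136 to 0.0116 ± 0.0187 FPKM, or from 234 to 34 fragments (log2 fold change −0.54, standard error 0.19, adjusted p = 0.0494, lower in 12 animals; with the replicate block 0.0431). The p-value of COBL lies close to the threshold: it stayed past it in 4 of the 15 fits without 1 animal, and not without a filter (adjusted p = 0.0813), with the RNA integrity number as a covariate (0.117) or with only the 30 samples of the compared days (0.0800). SIM2, ADAMTS12, PALM3, FLG2 and THSD4 each had between 52 and 75 fragments over all 15 day 0 samples and between 4 and 15 over all day 3 samples. Their log2 fold changes lay between −0.36 and −0.12 and their adjusted p-values between 0.184 and 0.362. At this depth a gene with so few fragments is close to the detection limit, and the 0.1 added to the values sets the size of its log2 fold change. With limma-voom on the recovered fragments the log2 fold change of ACTA2 was 2.90 (adjusted p = 0.00123) and that of COBL −2.17 (adjusted p = 0.0390), and those of the other 5 lay between −1.60 and −1.29 (adjusted p between 0.0661 and 0.177). Of the genes named for day 14, IFIT1B on chromosome 9 went from 318 ± 337 to 1933 ± 1942 FPKM (log2 fold change 3.03, standard error 0.54, adjusted p = 2.85e-05, higher in 15 animals). CTSE went from 188 to 1232 fragments (log2 fold change 2.23, standard error 0.45, adjusted p = 1.41e-04, higher in 14 animals) and TNNI3 from 20 to 243 fragments (log2 fold change 2.06, standard error 0.50, adjusted p = 0.00111, higher in 12 animals). GRIA1 had 84 fragments on day 0 and 29 on day 14 (adjusted p = 0.258), and SLC6A2 had 58 and 21 (adjusted p = 0.217), with log2 fold changes of −0.23 for both. For CTSE, TNNI3, GRIA1 and SLC6A2 limma-voom gave 3.20, 2.69, −1.22 and −1.13 (adjusted p = 6.26e-04, 0.0119, 0.124 and 0.140). Fragments on genes at the detection limit differed between libraries: 14779 genes with a median under 0.1 CPM, the named genes left out, took between 0.0169% and 0.583% of a library. Over the 45 samples the summed CPM of these 5 genes and COBL followed that share (rho = 0.607, r = 0.941, permutation p within time points 2e-04 and 1e-04, the latter the smallest 10000 permutations can give). Without the 2 samples farthest from the median rho was 0.549 and r was 0.735. Within day 0, day 3 and day 14 rho was 0.796, 0.475 and 0.393.

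**Figure D4:**
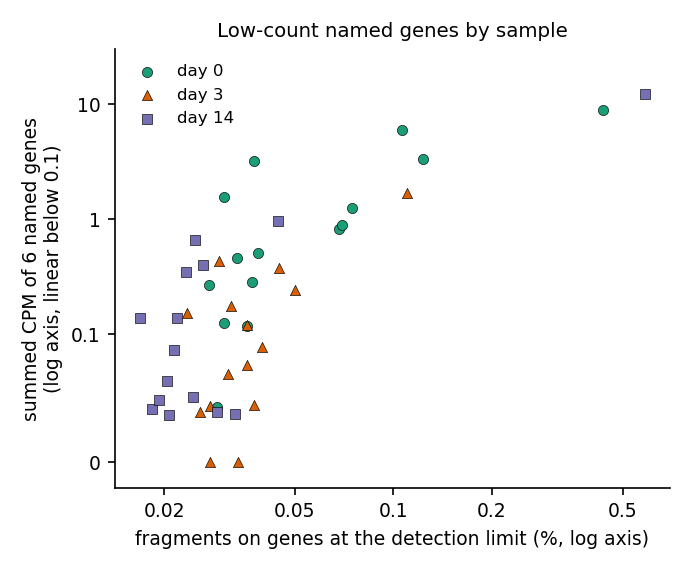
Summed CPM of SIM2, ADAMTS12, PALM3, FLG2, THSD4 and COBL (y axis, log scale) against the percent of a library's fragments on genes at the detection limit (x axis, log scale), for the 45 samples by day. The sum was 0 in the day 3 samples of animals 10 and 14, which have no true position on a log scale. The highest share on the x axis was 0.583%, in a day 14 sample.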

We demonstrated that the proposed paradigm of PS that models displacement and social isolation stressor in veret evoked significant stress manifested as increased cortisol production, mostly transient suppression of immune functions, and massive dysregulation of the blood transcriptome, including genes associated with a range of pathologies and phenotypes of cardiovascular and metabolic diseases, tumorigenesis, neurotransmission, and antimicrobial responses. However, we realize that stress-related responses, in particular the wide-spread effects on immune system functions (including, inflammatory biomarkers, blood cell composition, transcripts of genes involved in immune responses) we observed in vervets may be moderated by several variables that are unaccounted for here, including initial social rank and other behavioral attributes of the study animals. For example, personality traits were associated with transcriptional activity of pro-inflammatory genes in humans^65^ and social rank altered immune responses to infections in rhesus macaques^66^. Collecting baseline behavioral data in the natural habitat before the relocation to the captive setting could be considered in potential future studies. We envision that over time the vervet model of PS combined the longitudinal phenotyping based on minimally invasive procedures can facilitate well-powered investigations of the molecular, genomic and epigenetic mechanisms underlying shared and individual variable responses to stress.

## Materials and Methods

### Ethics statement

All animals in this study were wild-born vervet monkeys from a local population on St. Kitts Island that were transferred to and housed in the local NHP facility of St. Kitts Biomedical Research Foundation (SKBRF) accredited by the Association for the Assessment and Accreditation of Laboratory Animal Care under accreditation number A4384–01. All procedures used in this study (including animal capture, transfer, quarantine, and sampling) were reviewed and approved by the Axion Research Foundation IACUC under protocol number AC14118 and the UCLA Office of Animal Research Oversight ARC under protocol number 2014–075–02 before implementation. All animal procedures and sample collections were in compliance with the US National Research Council’s Guide for Care and Use of Laboratory Animals^67^ and meet or exceed all standards of the Public Health Service’s Policy on the Humane Care and Use of Laboratory Animals^68^.

### Study individuals

We acquired 15 juvenile male vervet monkeys from the wild vervet population on St. Kitts Island using a standardized, humane trapping procedure routinely used by the local primate facility (SKBRF) for animal acquisition^28^. The animals were transported to the SKBRF where they were subjected to conditions closely imitating a 28-day routine quarantine which, according to our hypothesis, represented significant PS. To longitudinally assess responses to PS, we collected biological samples and observational data over a 28-day period at six experimental time points (Tp) corresponding with a specific day (d) (±1 day) following capture. First, on day 0 (Tp1), baseline samples were immediately collected after trapping in the field before animals were transported to the SKBRF. Then, on day 3 (Tp2), day 7 (Tp3), day 14 (Tp4), Tp5 (day 21), and Tp6 (day 28), the animals were sampled under quarantine conditions (Supplementary Table 3).

On day 0, animals were trapped and rapidly immobilized (within 2–3 minutes) with a sedative (intramuscularly administered ketamine [10 mg/kg] mixed with xylazine [2 mg/kg]) and sampled within 15 minutes of capture, allowing us to significantly limit the impact of capture and sedation on gene expression and biochemical markers. The first sampling conducted in the field represented baseline conditions (day 0, Tp1). To minimize relatedness among the study subjects, only one individual per troop was acquired for this study (Supplementary Figure 6). Given the moderate sample size, we maximized the power by forming a homogeneous cohort with respect to developmental stage and sex, including only juvenile males. Co-trapped animals (not selected for our study) were intramuscularly administered the reversal agent atipamezole (0.1 mg/kg) to reverse the effects of the anesthetic and, after full recovery, were released back into the wild near the capture site so they could rejoin their troops.

Although, social status is a significant predictor of health and disease outcomes and regulator of stress perception and responses, including regulation of immune functions and their reactions to infection^23,66,69–71^, we were not able to assess pre-capture social rank in the troops in the wild, even though this variable could impact their accumulated life stress burden.

The animals selected for the PS study (15 juvenile males) were transported to the SKBRF immediately after the first sampling while they were still sedated. At arrival, the animals were placed in individual housing. Following the transfer, the animals were then sampled at four time points (day 3, 7, 14, 21, and 28, corresponding with Tp2–Tp6). To perform sampling, the animals were briefly sedated with intramuscular dexmedetomidine (0.05 mg/kg) mixed with midazolam (0.3 mg/kg). The sedative was reversed following the sampling with intramuscular atipamezole (0.1 mg/kg) mixed with flumazenil (0.5 mg/kg). The terminal sample was conducted on day 28 of the quarantine with the exception of animal VSC00015, which was sampled one day later.

### Sample collection

We collected a wide array of biological samples. PaxGene RNA blood tube samples were collected on days 0 (Tp1), 7 (Tp3), and 14 (Tp4) as a source of total RNA for transcriptomic analysis; K2EDTA blood tube samples were collected on days 0 (Tp1), 7 (Tp3), 14 (Tp5), and 28 (Tp6) to measure inflammatory biomarkers; and hair samples were obtained on days 0 (Tp1) and 28 (Tp6) to perform long-term cortisol measurements. We limited survival blood collection to 1.25% (1.25 ml/100 g) of each animal’s current body weight per week according to the IACUC recommendations for preventing anemia and dehydration. To ensure that the blood collection limits were not exceeded, we collected only whole blood for RNAseq analysis and did not collect blood for plasma on day 3 (Tp2) and thus did not perform circulating biomarker measurements at this time point.

### Cortisol levels measurements

Vervet hair is shed and regrown at a regular rate. On days 0 (Tp1) and 28 (Tp6), we collected hair samples, most of which were about 3 cm. We assessed cortisol levels using methods previously validated for vervets^31,72,73^. Cortisol concentrations were assessed in full length hair, accounting for the weight of the sample (ranging from 15 to 42 mg of hair). We did not include hair length in calculations since the results were normalized for weight. Assuming a similar hair growth rate as humans, the measured cortisol levels would be reflective of average cortisol secretion during the preceding three months.

### Circulating inflammatory and glucose metabolism biomarkers

At five time points (days 0, 7, 14, 21, 28 [Tp1, Tp3–Tp6]), we measured an array of health-related biomarkers in blood plasma using biochemical measures previously validated for wild vervets^74,75^, including sCD14 (a soluble biomarker of microbial translocation), lipopolysaccharide (LPS), and a29-plex monkey panel of immune signaling molecules, including 15 cytokines (IL-1β, IL-1RA, IL-2, IL-4, IL-5, IL-6, IL-10, IL-12, IL-15, IL-17, G-CSF, GM-CSF, IFN-γ, IP-10, TNFα), 10 chemokines (CCL-11 [eotaxin], IL-8, CCL-2 [MCP-1], CCL-22 [MDC], MIF, CXCL-9 [MIG], CCL-3 [MIP-1α], CCL-4 [MIP-1β], I-TAC, CCL-5 [RANTES]), and 4 growth factors (EGF, FGF-basic, HGF, and VEGF).

We also assessed circulating biomarkers of glucose metabolism, A1C hemoglobin, and total glycated hemoglobin GHb in whole blood at baseline day 0 (Tp1), day 14 (Tp4), and day 28 (Tp6); these measures reflect average blood glucose levels for the previous three months. For total glycated hemoglobin (GHb) testing with calculated A1c levels, we used the Primate GHb/A1c Testing kit based on high performance liquid chromatography (HPLC - boronate affinity) method (DTIL Laboratories, Inc.). Health-related biomarkers with five or more values <0 were discarded. Variables with fewer than five values <0 had negative values set to zero. A total of 16 health-related variables were analyzed (Table 1).

### Transcriptome analysis using RNA-seq

Total blood RNA was extracted from PaxGene Blood RNA tubes (Preanalytix) using PAXgene Blood RNA Kit (Qiagen). Immediately after extraction, the RNA concentrations were measured with Nanodrop, and the integrity was assessed using a bioanalyzer (Supplementary Table 4). RNA integrity number (RIN) ranged from 7.5 to 9.1, with an average value of 8.5, and concentrations ranged from 11 ng/ul to 415 ng/ul, with an average value of 127 ng/ul.

We conducted RNA-seq in blood RNA samples on day 0 (Tp1), day 3 (Tp 2), and day 14 (Tp4). For cDNA library creation, we used the TruSeq Stranded RNA protocol and 100 ng of RNA under RiboZero and Globin treatment (Illumina). We generated 120 bp-long paired-end sequencing reads using high-output flow cell lines in the HiSeq. 4000 sequencer (Illumina). Our dataset was deposited in the NCBI’s Gene Expression Omnibus (GEO) under accession number GSE120900.

### Bioinformatic analysis

RNA-seq reads were aligned to the *Chlorocebus sabaeus* reference genome (Chlorocebus_sabeus 1.1 GCF_000409795.2)^76^ using the STAR aligner^77^. Fragment counts were derived using the HTSeq program^78^. Differential gene expression analysis was conducted using the Bioconductor packages. Count data were submitted to edgeR modeling with a negative binomial distribution^79^. In both cases, we used FDR-adjusted p-values lower than 0.1. To characterize the correlation patterns among genes across the samples, we employed weighted gene correlation network analysis (WGCNA)^80^. Genes with a CPM > 0.5 in at least 3 samples were selected for constructing the signed network. We used the Database for Annotation, Visualization and Integrated Discovery (DAVID) v6.8 to understand the biological functions of the genes that were differentially expressed or co-regulated in response to PS. We used available vervet gene annotations; however, they are not as rich and detailed as annotations for the human, so in the analysis we additionally used human annotations (including KEGG pathways) available in the David tool^81^.

To estimate the relative proportions of different cell types in the whole blood samples based on the bulk blood RNA-seq profiles, we applied CIBERSORT (for quantification of 22 immune cell types)^49^, which is an established computational method of deconvolution of transcriptomic data for inferring the cell composition of complex tissues.

## Supplementary information

Supplementary Information.

Supplementary Table 1.

## Data Availability

Our RNAseq dataset was deposited in the NCBI’s Gene Expression Omnibus (GEO) under accession number GSE120900.

# Supplementary material for: Immunosuppressive effect and global dysregulation of blood transcriptome in response to psychosocial stress in vervet monkeys (Chlorocebus sabaeus)
**Source:** Sci Rep. 2020 Feb 26;10:3459. doi: 10.1038/s41598-020-59934-z
**Supplement:** Supplementary file 1 — Supplementary Information.

**Immunosuppressive effect and global dysregulation of blood transcriptome in response to psychosocial stress in vervet monkeys (*Chlorocebus aethiops sabaeus*)**

Anna J Jasinska<sup>1, 2,\*</sup> Ivona Pandrea<sup>3</sup>, Tianyu He<sup>4</sup>, Cassandra Benjamin<sup>5</sup>, Maurice Newton<sup>5</sup>, Jen Chieh Lee<sup>1</sup>, Nelson B. Freimer<sup>1</sup>, Giovanni Coppola<sup>1,6</sup>, James D. Jentsch<sup>7</sup>

<sup>5</sup> St. Kitts Biomedical Research Foundation, St. Kitts, West Indies,

## **Supplementary Figure Legends**

Supplementary Figure 1. Hair cortisol levels per individual.

Supplementary Figure 2. Microbial biomarker levels (sCD14 and LPS) in blood plasma.

Supplementary Figure 3. Glucose metabolism biomarker levels (A1C, GHb) in blood.

Supplementary Figure 4. Gene co-expression module dendrogram generated by WGCNA. The gene dendrogram was obtained by clustering the dissimilarity based on Topological Overlap with the corresponding module colors.

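A co-expression dendrogram places genes whose expression rises and falls together over the samples on neighbouring branches, and branches that hold many similar genes are given a color as a module. The similarity used by the authors, topological overlap, also counts how many neighbours a pair of genes shares. The re-grouping by k-means yields no dendrogram and its modules carry no colors. Their sizes ranged from 215 to 1272 genes.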

Supplementary Figure 5. Blood cell type composition based on Cibersort-based deconvolution of transcriptomic data. The proportion of cell types is presented for three time points: Tp1 (day 0), Tp2 (day 3), and Tp4 (day 14).

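A deconvolution tool estimates cell fractions by expressing each bulk profile as a sum of reference profiles of purified cell types. The fractions of a sample add up to the whole, so a fall of one type, such as neutrophils, raises the fractions of the others without any change in their number. Scores of marker genes do not add up in that way, but they depend on how libraries are scaled to each other. Mast cell markers (8 genes) had a score of 1.35 ± 0.55 log2 FPKM (SD, n = 15) on day 0, 1.84 ± 0.66 on day 3 and 1.86 ± 0.49 on day 14, higher on day 14 than on day 0 in 12 animals (adjusted p = 0.00509, exact sign-flip test). Without TMM the difference was 0.13 (adjusted p = 0.525).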

Supplementary Figure 6. Field lab locations. Animals from 15 different troops were captured at 10 general location on the Island of St. Kitts marked with orange (N=1), red (N=2), purple (N=3) pins. One juvenile male per troop was used for this study. Image generated using Google MyMaps "Map data @2018 Google".

Supplementary Figure 1

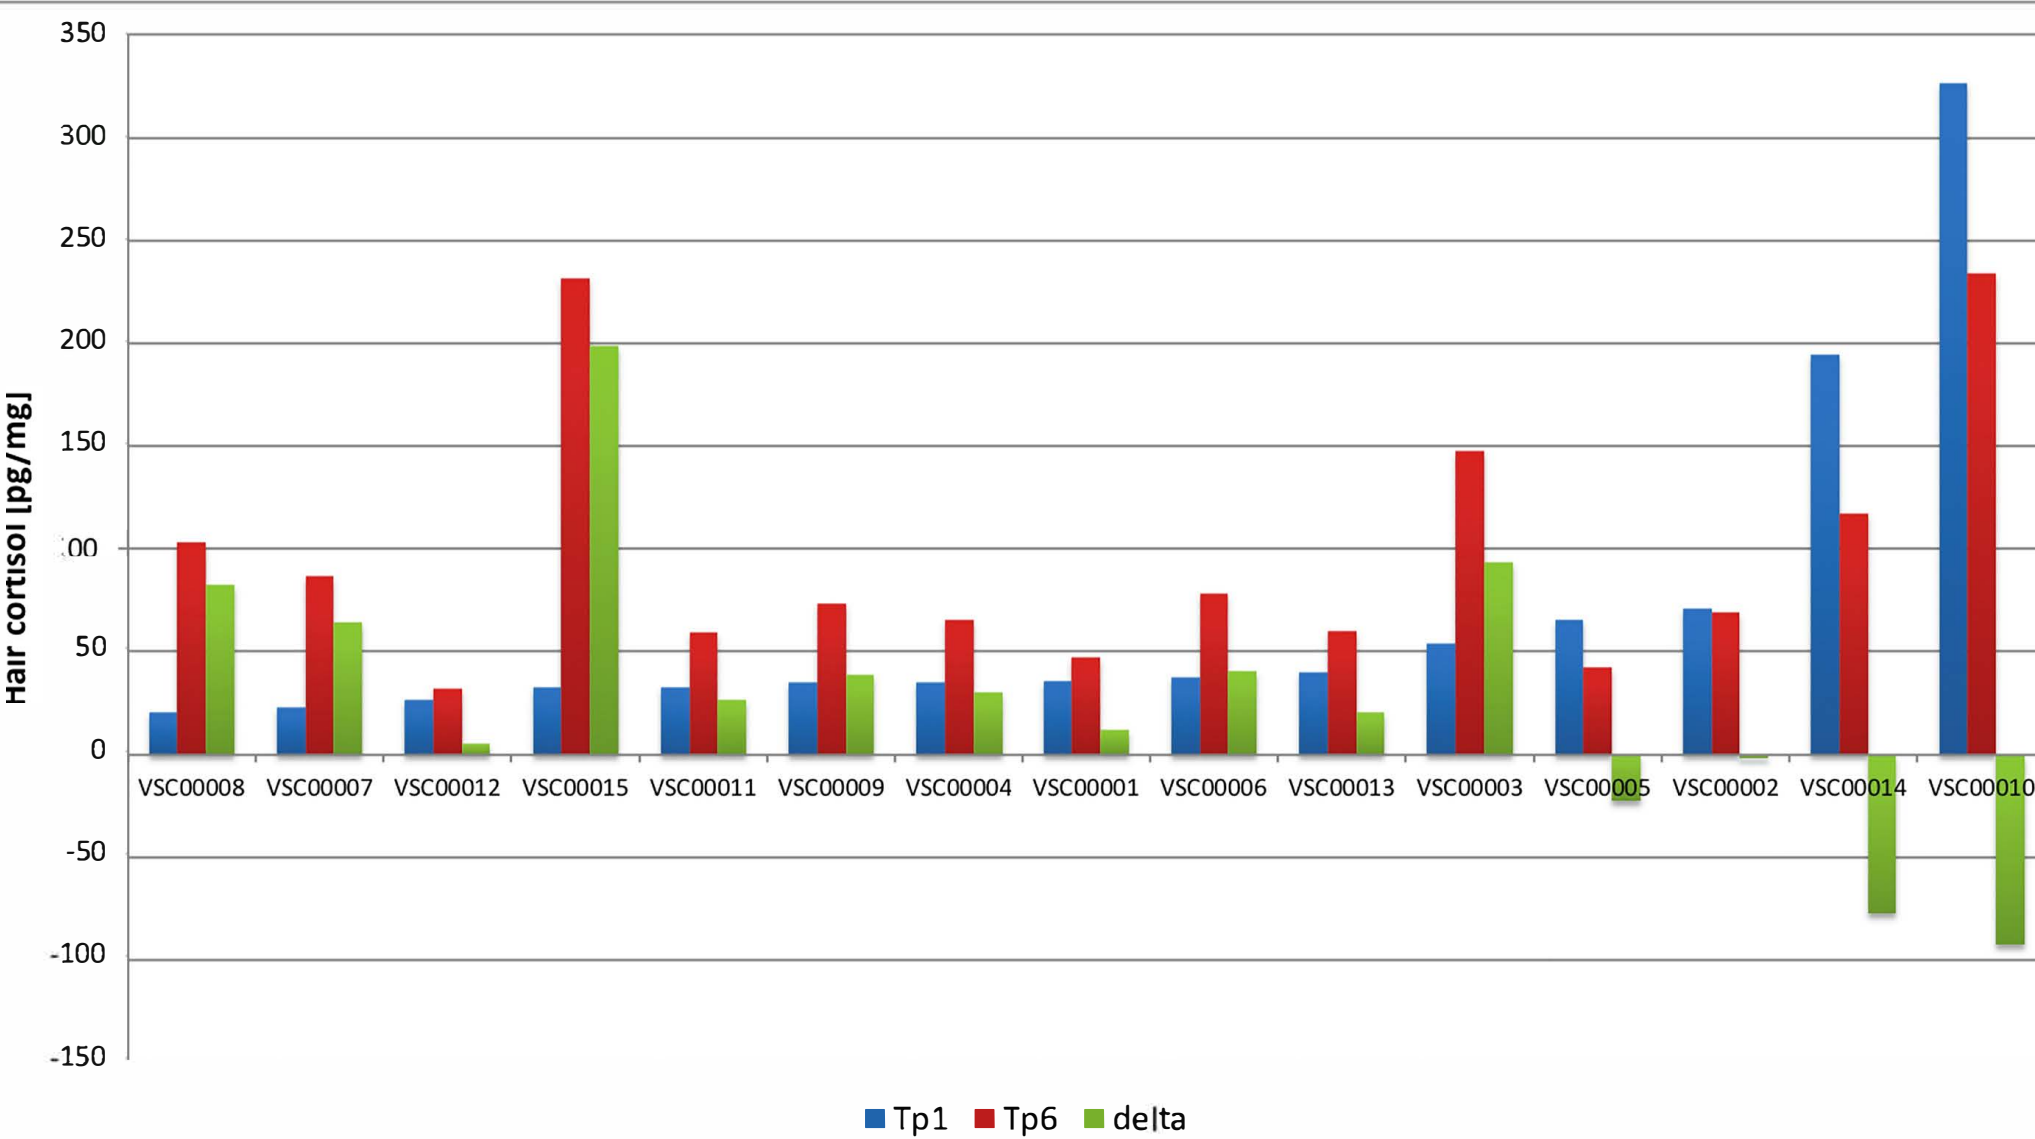

Supplementary Figure 2

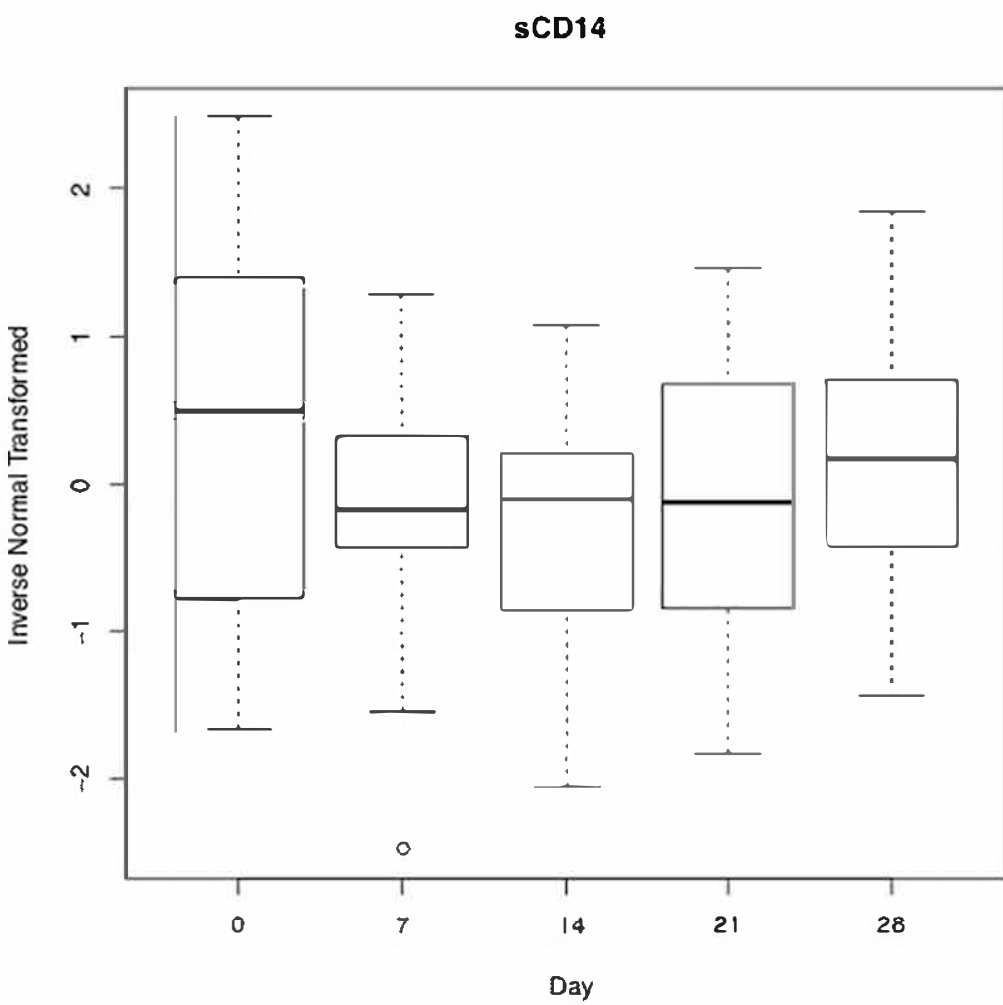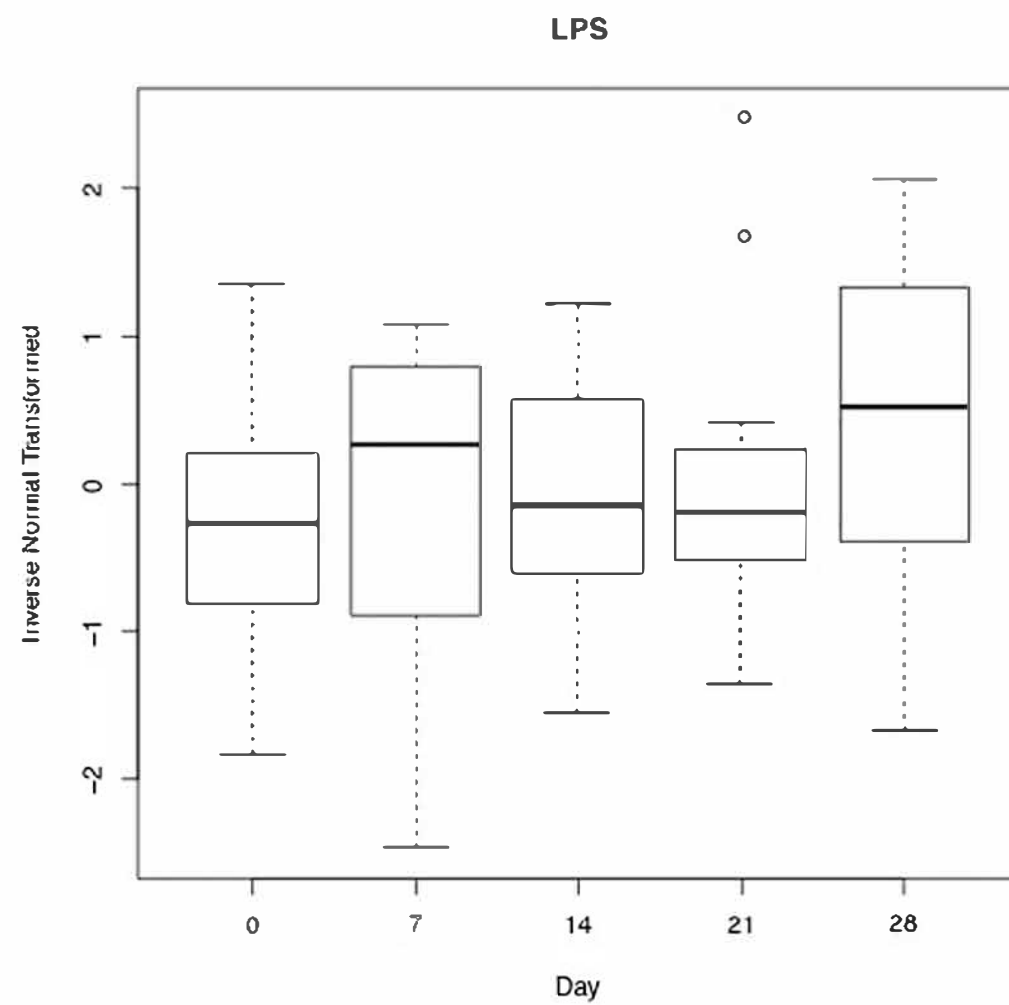

Supplementary Figure 3

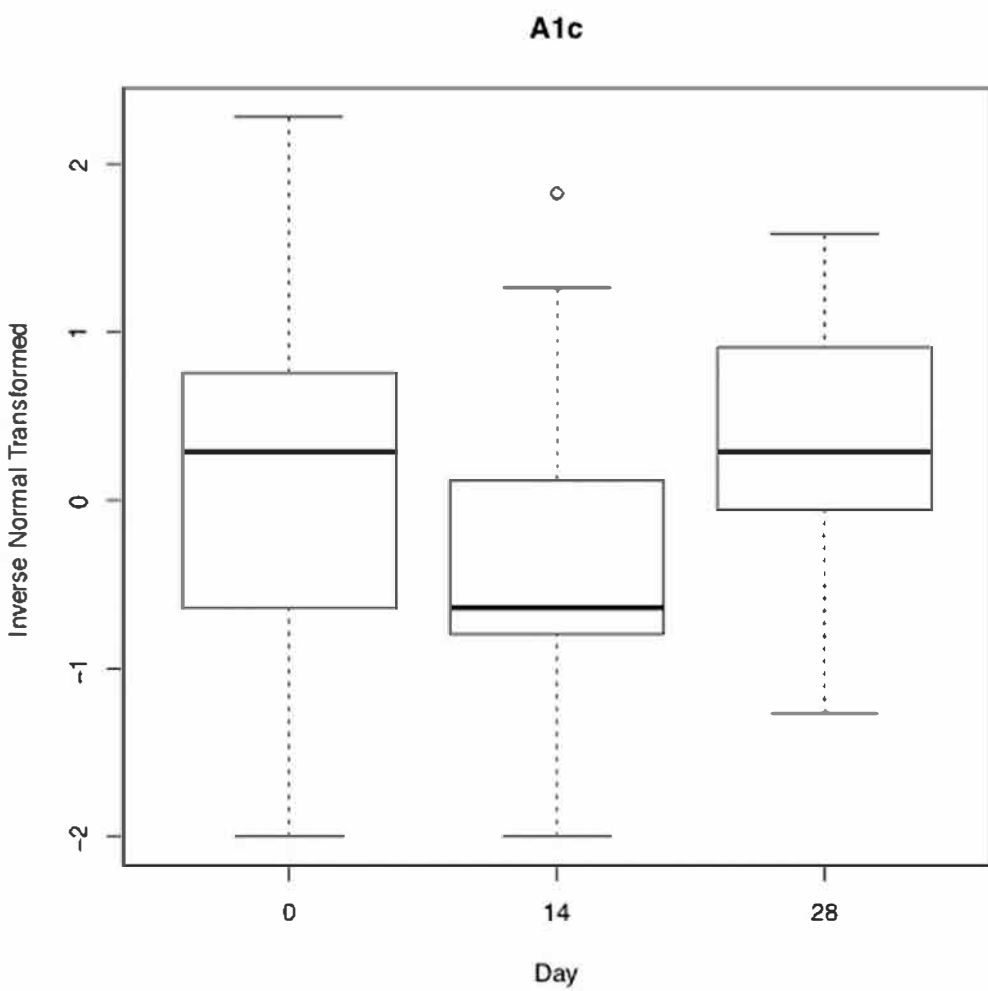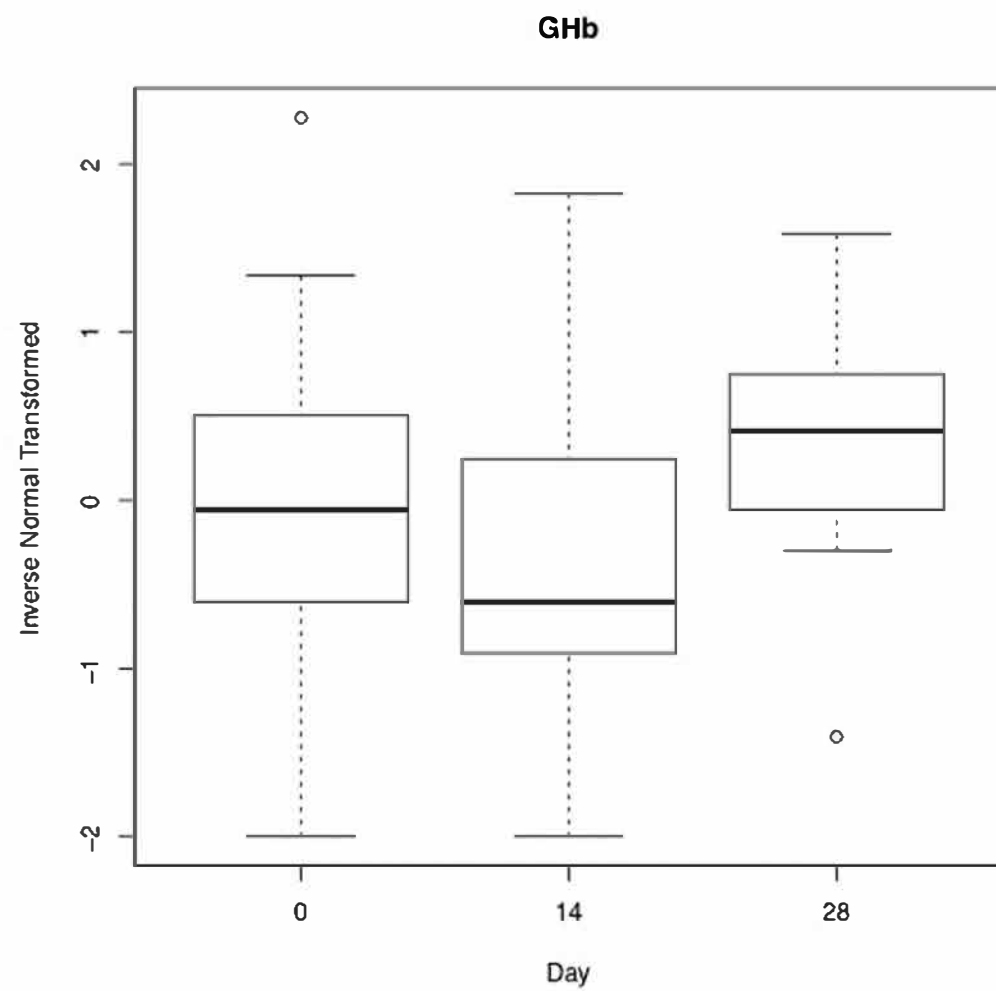

Cluster Dendrogram

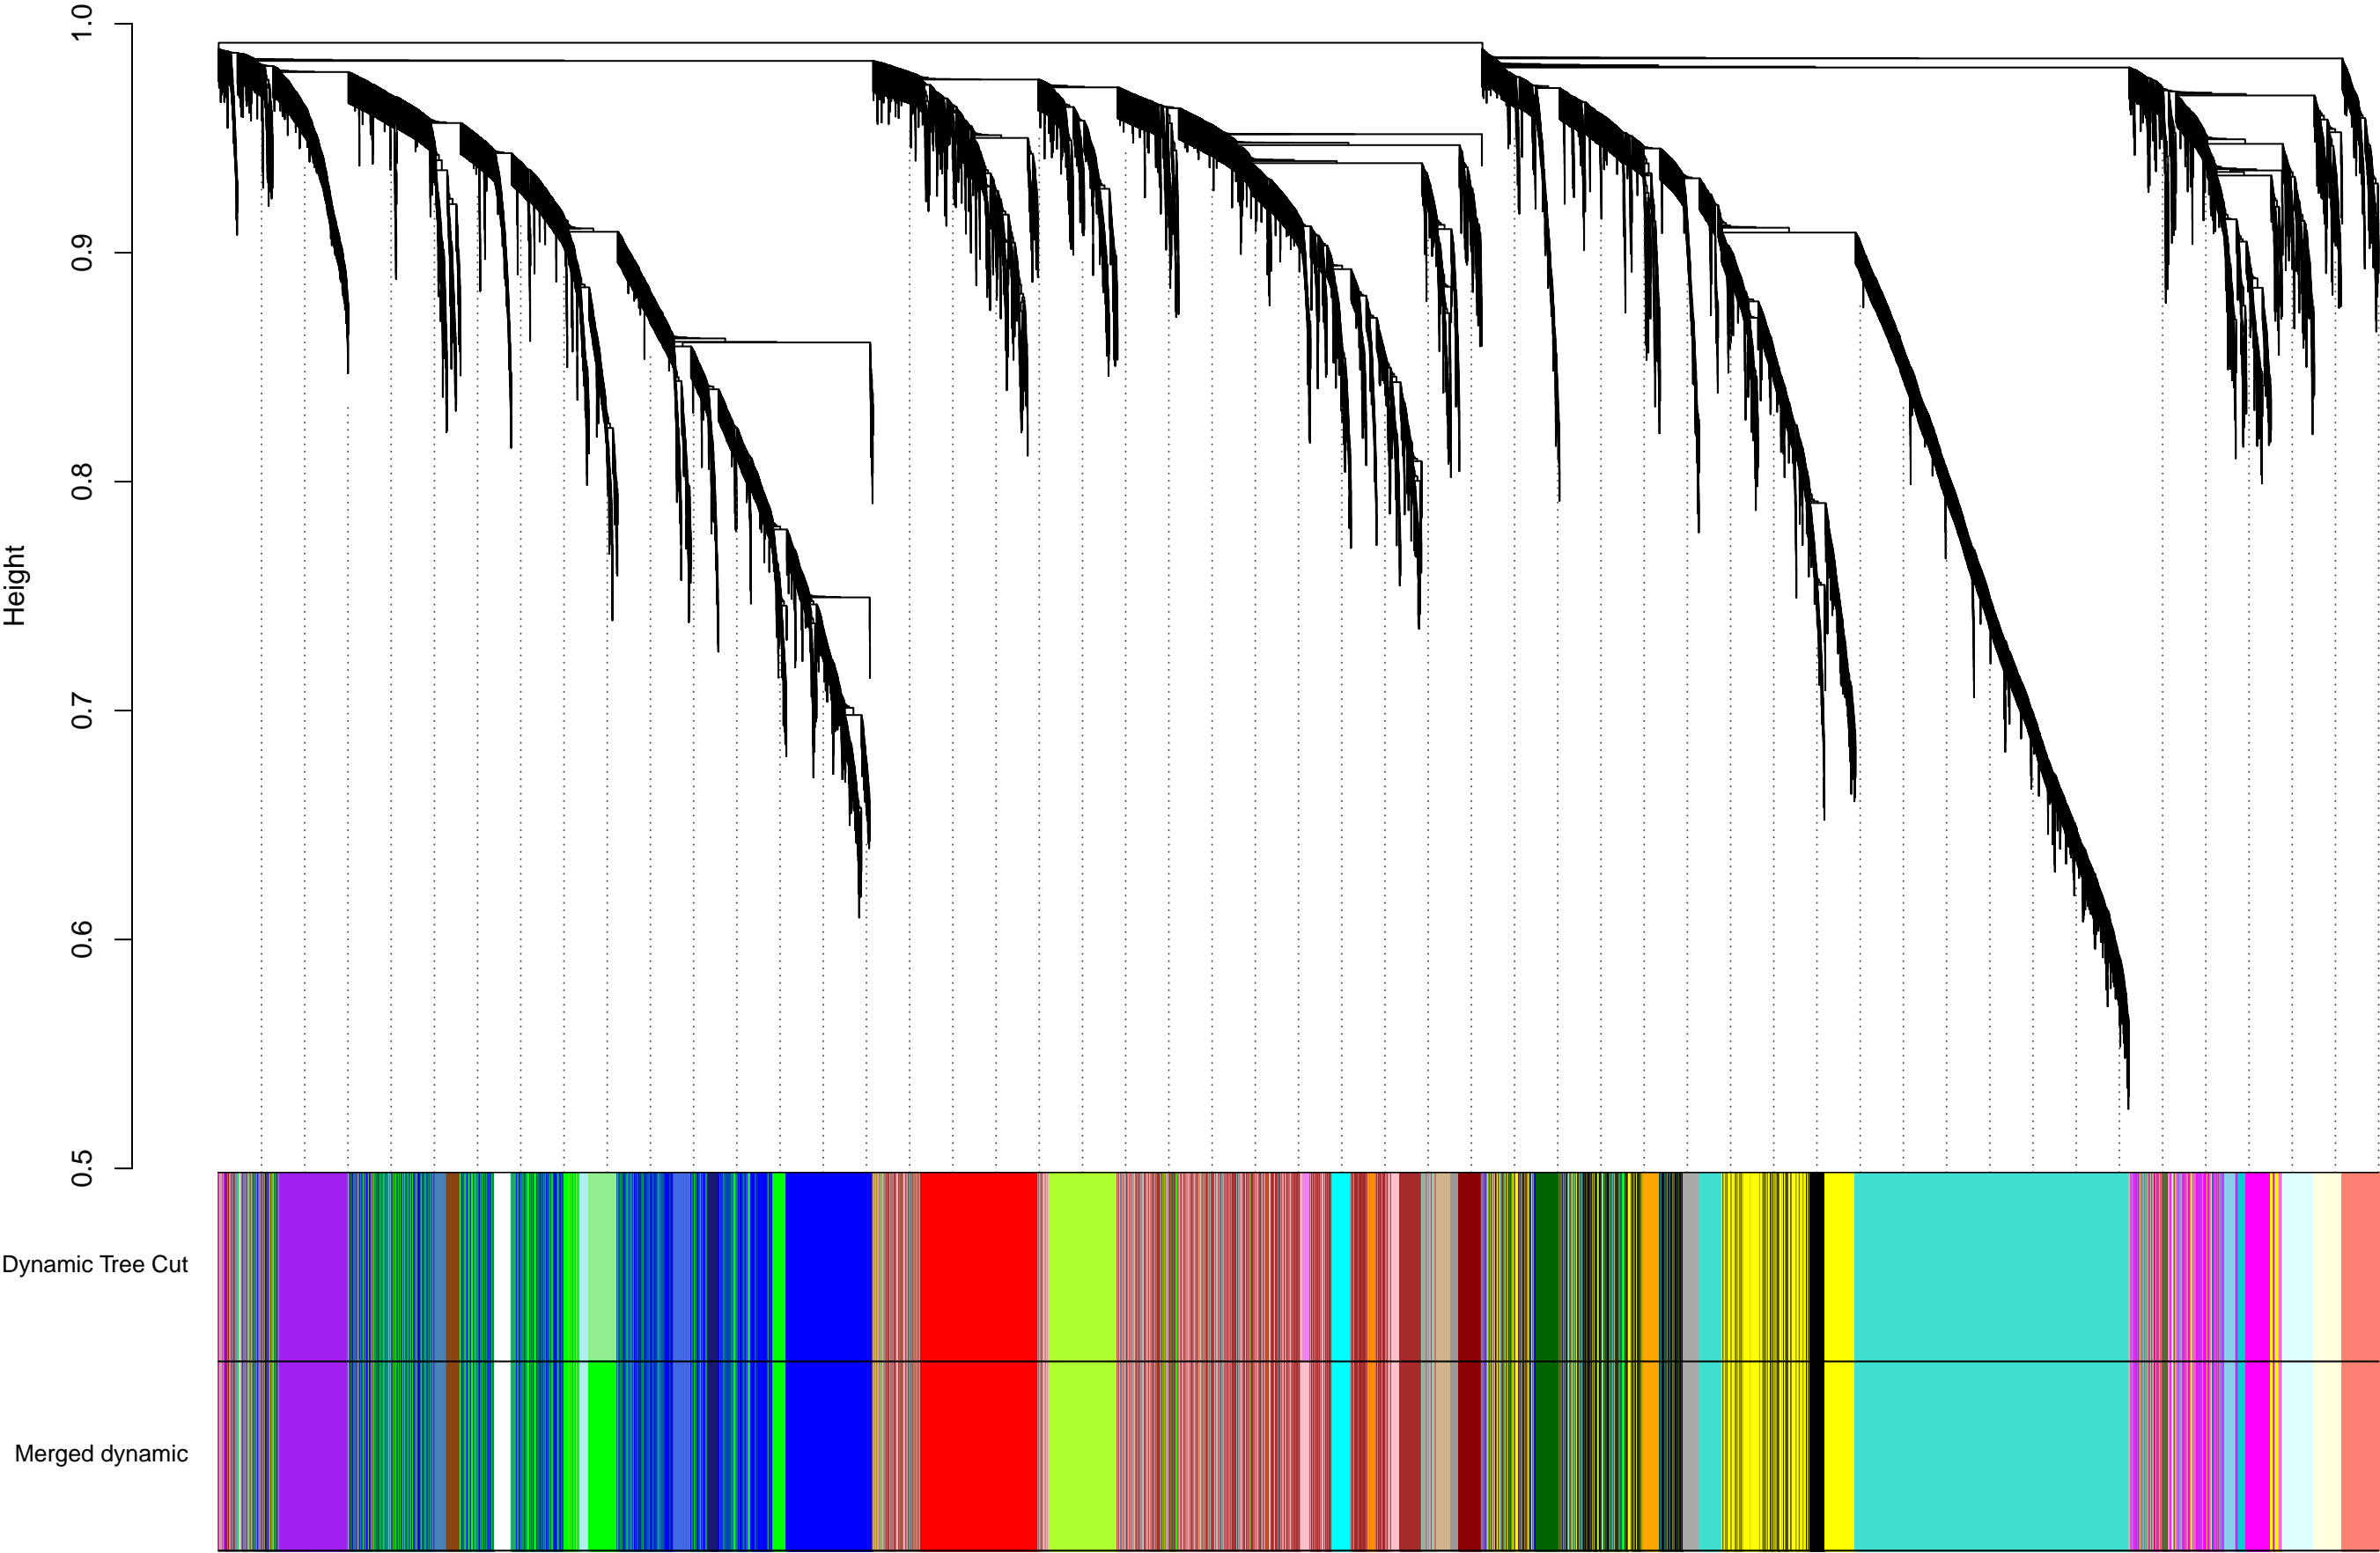

Supplementary Figure 5

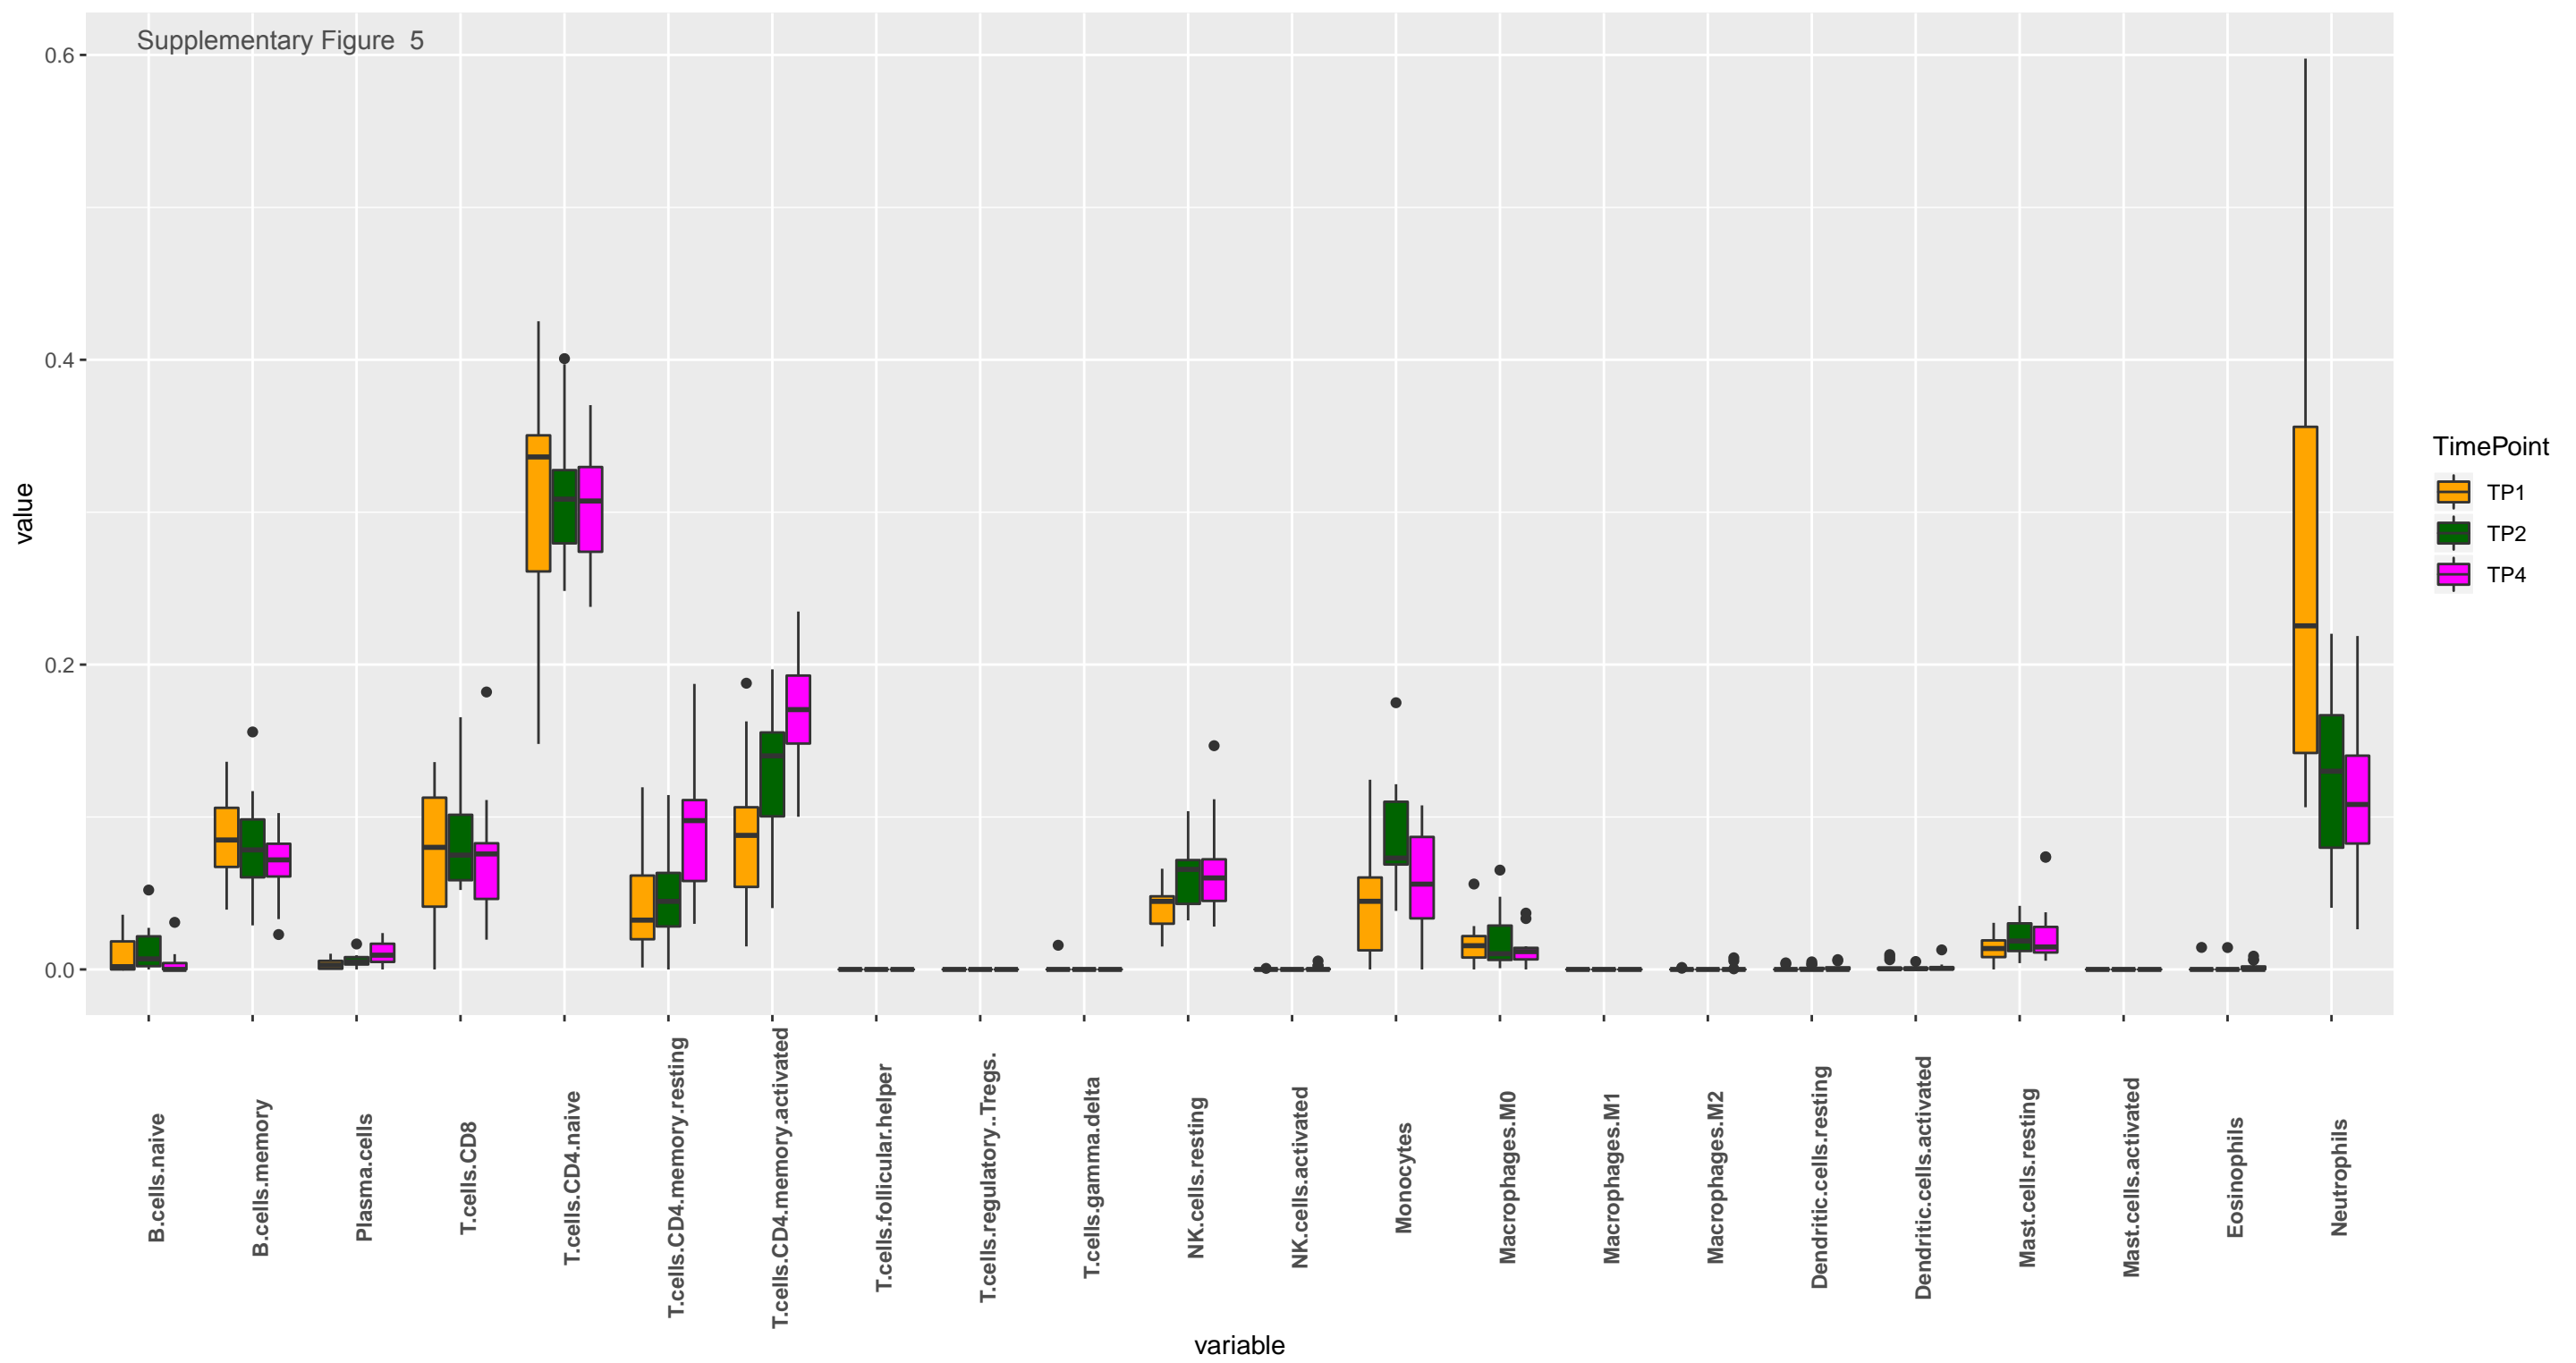

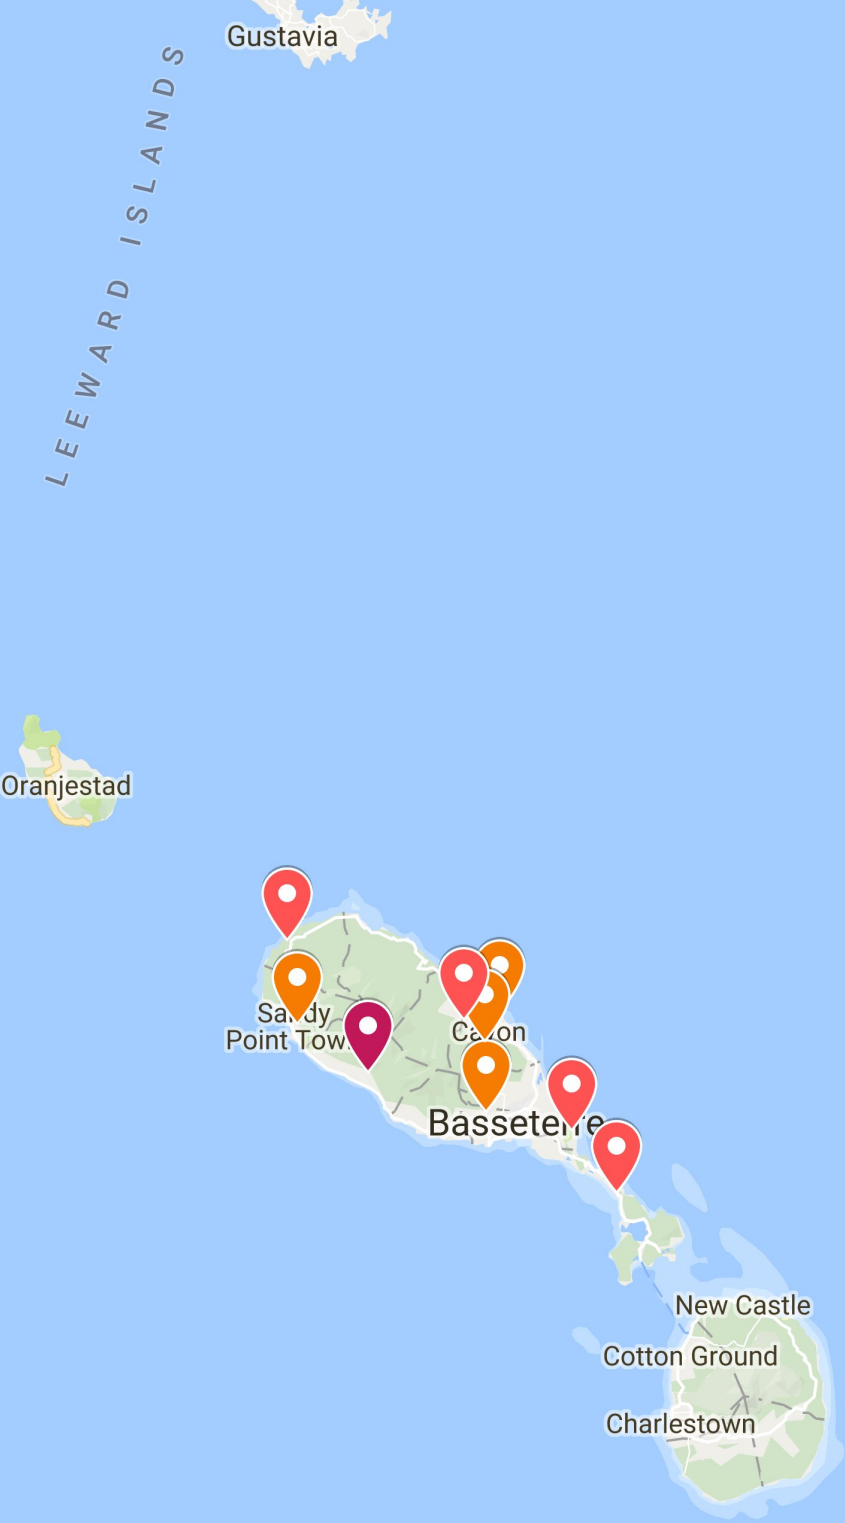

## **Supplementary Tables**

Supplementary Table 1. DE FDR 0.05

In a separate Excel file

Supplementary Table 2. Alterations of blood cell proportions in response to PS (based on deconvolution of bulk RNAseq data using Cibersort)

| Cell type and time points    | Z Wilcoxon signed-rank test | two tailed Wilcoxon signed-rank test |
|------------------------------|-----------------------------|--------------------------------------|
| B cells memory               |                             |                                      |
| Tp2 vs Tp1                   | 0.38                        | 0.7039                               |
| Tp4 vs Tp1                   | 1.75                        | 0.0801                               |
| T cells CD8                  |                             |                                      |
| Tp2 vs Tp1                   | -0.89                       | 0.3735                               |
| Tp4 vs Tp1                   | 0                           | 1                                    |
| T cells CD4 naive            |                             |                                      |
| Tp2 vs Tp1                   | -0.04                       | 0.9681                               |
| Tp4 vs Tp1                   | 0.33                        | 0.7414                               |
| T cells CD4 memory resting   |                             |                                      |
| Tp2 vs Tp1                   | -0.21                       | 0.8337                               |
| Tp4 vs Tp1                   | -2.26                       | 0.0238                               |
| T cells CD4 memory activated |                             |                                      |
| Tp2 vs Tp1                   | -2.31                       | 0.0209                               |
| Tp4 vs Tp1                   | -3.34                       | <b>0.0008</b>                        |
| NK cells resting             |                             |                                      |
| Tp2 vs Tp1                   | -2.54                       | 0.0111                               |
| Tp4 vs Tp1                   | -2.83                       | 0.0047                               |
| Monocytes                    |                             |                                      |
| Tp2 vs Tp1                   | -2.77                       | 0.0056                               |
| Tp4 vs Tp1                   | -1.96                       | 0.05                                 |
| Macrophages M0               |                             |                                      |
| Tp2 vs Tp1                   | -0.44                       | 0.6599                               |
| Tp4 vs Tp1                   | 1.12                        | 0.2627                               |

|                    |       |               |
|--------------------|-------|---------------|
| Mast cells resting |       |               |
| Tp2 vs Tp1         | -1.8  | 0.0719        |
| Tp4 vs Tp1         | -1.75 | 0.0801        |
| Neutrophils        |       |               |
| Tp2 vs Tp1         | 2.6   | 0.0093        |
| Tp4 vs Tp1         | 3.11  | <b>0.0019</b> |

in **bold** face p-values < 0.003

Supplementary Table 3. Longitudinal phenotypic assessments

| <b>Sample type</b>                      | <b>Assessment</b>                                              | <b>Tp1<br/>day 0</b> | <b>Tp2<br/>day 3</b> | <b>Tp3<br/>day 7</b> | <b>Tp4<br/>day 14</b> | <b>Tp5<br/>day 21</b> | <b>Tp6<br/>day28</b> |
|-----------------------------------------|----------------------------------------------------------------|----------------------|----------------------|----------------------|-----------------------|-----------------------|----------------------|
| PaxGene RNA blood tube                  | RNA-seq                                                        | x                    | x                    |                      | x                     |                       |                      |
| Blood plasma from<br>K2EDTA blood tube* | cytokine/chemokine<br>panel/growth factor<br>panel, sCD14, LPS | x                    |                      | x                    | x                     | x                     | x                    |
| Blood plasma from<br>K2EDTA blood tube* | A1C, GHb                                                       | x                    |                      |                      | x                     |                       | x                    |
| Hair                                    | long-term cortisol levels                                      | x                    |                      |                      |                       |                       | x                    |

\* subaliquot from the same tube

Supplementary Table 4. Total RNA samples from whole blood preserved in PaxGene RNA blood tubes.

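The RNA integrity number (RIN) grades RNA from degraded to intact, and the concentration was measured after extraction. RIN had a mean of 8.23 ± 0.31 (SD, n = 15) on day 0, 8.49 ± 0.48 on day 3 and 8.77 ± 0.26 on day 14. It was higher on day 14 than on day 0 in 13 of 15 animals (p = 2.44e-04, two-sided exact sign-flip test) and higher on day 3 in 10 (p = 0.120). The concentration had a mean of 73.1 ± 46.0 ng/µl on day 0, 126 ± 98.9 on day 3 and 182 ± 92.1 on day 14, higher on day 14 in 13 animals (p = 0.00146).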

| <b>Animal ID</b> | <b>Time Point</b> | <b>Sample ID</b> | <b>RIN</b> | <b>Concentration ng/ul</b> |
|------------------|-------------------|------------------|------------|----------------------------|
| VSC00001         | Tp1               | AAV07022         | 8.3        | 56                         |
| VSC00001         | Tp2               | SKN05890         | 8.5        | 265                        |
| VSC00001         | Tp4               | SKN06325         | 9          | 142                        |
| VSC00002         | Tp1               | AAV07041         | 8.6        | 42                         |
| VSC00002         | Tp2               | SKN05903         | 8.9        | 40                         |
| VSC00002         | Tp4               | SKN06341         | 8.9        | 66                         |
| VSC00003         | Tp1               | AAV07060         | 8.6        | 82                         |
| VSC00003         | Tp2               | SKN05916         | 8.4        | 133                        |
| VSC00003         | Tp4               | SKN06357         | 8.6        | 231                        |
| VSC00004         | Tp1               | AAV07079         | 8          | 33                         |
| VSC00004         | Tp2               | SKN05929         | 8.5        | 123                        |
| VSC00004         | Tp4               | SKN06373         | 8.3        | 114                        |
| VSC00005         | Tp1               | AAV07098         | 8.5        | 128                        |
| VSC00005         | Tp2               | SKN05942         | 8.1        | 85                         |
| VSC00005         | Tp4               | SKN06389         | 8.5        | 193                        |
| VSC00006         | Tp1               | AAV07117         | 8          | 127                        |
| VSC00006         | Tp2               | SKN05955         | 8.5        | 363                        |
| VSC00006         | Tp4               | SKN06405         | 9.1        | 104                        |
| VSC00007         | Tp1               | AAV07136         | 7.8        | 134                        |

|          |     |          |     |     |
|----------|-----|----------|-----|-----|
| VSC00007 | Tp2 | SKN05968 | 8.6 | 272 |
| VSC00007 | Tp4 | SKN06421 | 8.4 | 272 |
| VSC00008 | Tp1 | AAV07155 | 8.3 | 38  |
| VSC00008 | Tp2 | SKN05981 | 7.5 | 15  |
| VSC00008 | Tp4 | SKN06437 | 8.5 | 223 |
| VSC00009 | Tp1 | AAV07174 | 8.1 | 126 |
| VSC00009 | Tp2 | SKN05994 | 8.1 | 39  |
| VSC00009 | Tp4 | SKN06453 | 9   | 193 |
| VSC00010 | Tp1 | AAV07193 | 8.5 | 70  |
| VSC00010 | Tp2 | SKN06007 | 8.6 | 107 |
| VSC00010 | Tp4 | SKN06469 | 8.8 | 125 |
| VSC00011 | Tp1 | AAV07212 | 8.2 | 33  |
| VSC00011 | Tp2 | SKN06020 | 7.7 | 127 |
| VSC00011 | Tp4 | SKN06485 | 8.8 | 156 |
| VSC00012 | Tp1 | AAV07231 | 7.6 | 29  |
| VSC00012 | Tp2 | SKN06033 | 9.1 | 110 |
| VSC00012 | Tp4 | SKN06501 | 8.8 | 207 |
| VSC00013 | Tp1 | AAV07250 | 8.7 | 142 |
| VSC00013 | Tp2 | SKN06046 | 9.1 | 54  |
| VSC00013 | Tp4 | SKN06517 | 9.1 | 47  |
| VSC00014 | Tp1 | AAV07269 | 8.2 | 11  |
| VSC00014 | Tp2 | SKN06059 | 9   | 64  |
| VSC00014 | Tp4 | SKN06533 | 9   | 241 |

|          |     |          |     |     |
|----------|-----|----------|-----|-----|
| VSC00015 | Tp1 | AAV07288 | 8.1 | 45  |
| VSC00015 | Tp2 | SKN06072 | 8.8 | 86  |
| VSC00015 | Tp4 | SKN06549 | 8.8 | 415 |

How the deposited data were processed for this re-analysis (not part of the article)

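Whole-blood RNA of 15 juvenile male vervets was sequenced on day 0 in the field, and on day 3 and day 14 after relocation to individual housing, which gave 45 libraries, 15 per time point. The authors depleted ribosomal and globin RNA, prepared stranded libraries, sequenced paired-end reads, aligned them with STAR to Chlorocebus_sabeus 1.1 and counted fragments per gene with HTSeq. The files give 1 value per gene and library without naming its unit. The values were deposited by the authors as FPKM, fragments per kilobase of gene scaled to the library's fragments on genes, which was checked on the values themselves. All values above 0 were whole multiples of what 1 fragment was worth in that library and gene (100%), and the summed fragments matched each library's scale within a relative gap of 3.17e-05. The gene length the authors divided by was a whole number in 99.3% of genes. How the authors defined that length, which versions of STAR and HTSeq they used and whether anything was filtered before the FPKM were made is not stated in the paper.

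The files list 33994 genes, 33635 of them with a value above 0 in a library. Genes are known by their symbols alone. Of the listed genes 21825 were found by symbol, synonym or gene number in the reference table, which describes a newer assembly than the one the authors aligned to, so no positions were computed. Chromosomes printed beside a gene are those of the paper's Supplementary Table 1. The libraries had between 13216275 and 31469332 fragments on genes, with a median of 22785702. A gene at the lower limit of 0.5 CPM rests on 6.61 fragments in the smallest library and on 15.7 in the largest.

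Samples were assigned to animals by the animal numbers in the sample labels, which are those of the paper's supplementary tables, and Tp1, Tp2 and Tp4 were taken as day 0, day 3 and day 14. The assignment was checked on the 500 most variable genes after the time point means had been removed: 44 of the 45 samples correlated best with a sample of their own animal. The main comparison of genes used all 45 samples with 1 mean per time point and no covariates. FPKM were scaled by factors from the trimmed mean of M values (TMM), written for the purpose (0.548 to 1.53), 0.1 was added and log2 values were fitted with limma 3.58.1 in R 4.3.3 (eBayes with a mean-variance trend). Tested genes had more than 0.5 CPM in at least 3 samples, which left 18753. P-values were two-sided and adjusted by Benjamini-Hochberg over these genes for each comparison, with a threshold of 0.05. All other steps used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3.

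The design had foreseen a quasi-likelihood test on counts, the family of tools the authors used. As the deposited unit is FPKM, limma on log2 values took its place. Fragment numbers could be recovered, but edgeR and DESeq2 were not run on them. The comparisons, covariates, filters, threshold, gene lists, the rule for named genes and most alternatives were set before the data were examined. The scaling as deposited, the pseudocounts of 0.01 and 1 and limma-voom on the recovered fragments were added after the unit was known, and a pseudocount of 0.025 for list scores took the place of a smaller prior count.

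For the functional categories and cell types of the paper, 29 lists of genes were written from general knowledge of the pathways and cell types. A score is the mean log2 FPKM of the tested genes of a list, with TMM scaling and 0.1 added before the logarithm. Scores were compared within animals by a two-sided exact test over all 32768 sign flips of the 15 differences, whose smallest p-value is 6.1e-05, adjusted over 58 tests (29 lists, day 3 and day 14 against day 0). Day 14 against day 3 was adjusted over 29 lists. Over-representation of a list among changed genes was tested by one-sided Fisher's exact tests against all tested genes, adjusted over 87 tests. Modules came from spherical k-means with 31 modules and 20 starts on standardized log2 values. Each eigengene was correlated with each time point, with 10000 permutations of time points within animals, adjusted over 93 tests. For the gene counts, 100 random swaps of time points within animals were fitted in the same way.

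Named genes are those the paper names as changed, and for each comparison the 3 rising and 3 falling genes with the largest log2 fold change among those past the threshold, changed in the same direction in at least 14 of 15 animals, with a mean of at least 5 CPM and a symbol that is not a LOC identifier. From each list, at most 3 genes with the smallest adjusted p-values were named. Results for some genes that this rule selects are not reported here.

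The steps were tested on simulated data with the gene means and depth of these libraries. The spread between samples was set to fixed values for all genes and was not taken from the data. The sign-flip and module tests used simulated values that were not drawn from these libraries. The rates of calls and of placement below therefore need not hold for the real data. From simulated FPKM, 99.996% of fragment numbers were recovered. With 200 changed genes among 17763, 64.5% were called, and 92.5% of those changed at least 2-fold. Of the calls, 0.769% were genes that had not been changed, and a comparison without changes gave 0 calls. The sign-flip test gave p-values under 0.05 in 5.25% of 400 simulations without a difference and in 94.5% of 400 with a difference of 1 SD. All 1000 simulated genes were placed in their planted module (100%).

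Alternatives, each changing 1 choice, were median-of-ratios factors, no filter on low values, a filter of more than 1 CPM in at least 15 samples, the animal as a replicate block, the RNA integrity number as a covariate, both together, only the 30 samples of the compared time points, an adjusted p-value under 0.1, the median over a list's genes, genes scaled to unit variance, 20 modules, Ward's clustering and leaving out each animal in turn, besides the added ones. The term databases of DAVID, the signature matrix of CIBERSORT and the settings of the paper's network were not used here, so their results were not recomputed. Hair cortisol, plasma biomarkers and glycemic measures, which the paper also reports, were not analysed here. RNA integrity numbers and RNA concentrations come from the paper's supplementary tables.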

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

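The correlations of list differences over the 15 animals are tests that were chosen only after the changes of the lists had been seen; the other tests below were chosen earlier. Scores are mean log2 FPKM of the tested genes of a list with TMM scaling, compared within animals by the two-sided exact sign-flip test, so changes are relative to the typical gene. Without TMM the median log2 fold change of all tested genes was −0.36 on day 14 vs. day 0 and −0.35 on day 14 vs. day 3.

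Genes of reticulocytes and erythroid precursors lie outside those the paper discusses and were well above their day 0 level. The score of the 52 tested genes was 4.36 ± 1.06 (SD, n = 15) on day 0, 5.63 ± 0.81 on day 3 and 6.52 ± 0.93 on day 14. It rose by 1.27 ± 0.85 to day 3 in 15 of 15 animals and by 2.16 ± 1.45 to day 14 in 14 of 15 (adjusted p = 8.85e-04 for both), or by 1.23 and 1.76 without TMM. Of the 52 genes, 34 were called on day 3 and 49 on day 14, all of them up (5.27 and 2.62 times the share of all tested genes, adjusted p = 4.23e-17 for both). More young red cells in the blood could raise this score. The libraries had ribosomal and globin RNA removed, not other red cell RNA, and how complete that removal was is not known. Cell counts and globin fragments were not analysed here. If one admixture of reticulocyte RNA were behind the day 14 changes of all genes, genes that follow the score between animals on day 0 should also rise on day 14. The correlation across genes was 0.368, and 11 of 100 shuffles of the day 0 scores gave one as large, so the test gave no evidence for it. Sedation and place changed between day 0 and day 3, and blood draws were repeated at every time point, so the rise from day 0 cannot be told apart from them. Between day 3 and day 14, with the same sedation and place, the score rose by 0.89 in 12 animals (adjusted p = 0.0196), or by 0.53 without TMM (adjusted p = 0.0364). The biological explanation of the rise was not tested.

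A list of 29 tested glucocorticoid response genes, which the paper did not analyse as a group, changed by −0.26 ± 0.38 on day 14 vs. day 0 (lower in 11 of 15 animals, adjusted p = 0.0467) and by −0.67 without TMM. On day 3 it changed by −0.12 ± 0.47 (lower in 8 animals, adjusted p = 0.461), or by −0.43 with the median over genes (adjusted p = 0.0293). The day 14 p-value lies close to the threshold and did not pass it with a pseudocount of 0.025. It stayed past it in 4 of the 15 fits without 1 animal. Of the 29 genes, 13 were called on day 14 (2 up and 11 down), 1.25 times the share of all tested genes (adjusted p = 0.352). Neutrophil markers fell over the same interval. Whether neutrophil RNA explains the change of all genes was asked in the same way as above: the correlation across genes of the day 0 slope on the neutrophil score with the day 14 change was −0.104, and 34 of 100 shuffles were as low. For the glucocorticoid list alone no explanation was tested.

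For 20 of the 29 lists the day 14 effect differed from the day 3 effect, tested as the difference between day 14 and day 3 within animals and adjusted over 29 lists. Higher on day 14 than on day 3 were CD8 T cells by 0.47 (15 of 15 animals, adjusted p = 8.85e-04), the proteasome by 0.30 (15 animals, 8.85e-04), DNA replication by 0.26 (14 animals, 0.00106) and activated memory CD4 T cells by 0.21 (14 animals, 0.00106). Mitotic cell cycle was higher by 0.47 (14 animals), the mitochondrial respiratory chain by 0.39 (13 animals), the ribosome by 0.54 (13 animals) and resting NK cells by 0.37 (12 animals), each with adjusted p = 0.00216. Cellular response to stress was higher by 0.22 (12 animals, 0.00611), plasma cells by 0.44 (11 animals, 0.0158) and reticulocytes by 0.89 (12 animals, 0.0196). Without TMM the median of all tested genes lies at −0.35 over this interval, so a rise smaller than that can reverse through the shift alone. With that scaling, 4 of these lists had the opposite sign: DNA replication −0.11, the stress list −0.15, the proteasome −0.073 and activated memory CD4 T cells −0.14. Their rises were smaller than the shift, so the change of sign does not test them. Of the other 7, the reticulocyte list kept an unadjusted p-value under 0.05 (0.53, p = 0.0214), and the remaining 6 differed by 0.021 to 0.17 with unadjusted p-values from 0.115 to 0.836.

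Lower on day 14 than on day 3 were B cells by −0.58 (14 of 15 animals, adjusted p = 0.00106), platelet activation and coagulation by −0.48 (12 animals, 0.00549), neutrophils by −0.38 (11 animals, 0.0158) and the inflammatory response by −0.22 (12 animals, 0.0196). Smaller differences were those of monocytes by −0.17 (11 animals, 0.0469), Fc gamma R-mediated phagocytosis by −0.15 (13 animals, 0.0102), the glucocorticoid response by −0.14 (12 animals, 0.0196), MAPK signaling by −0.076 (12 animals, 0.0158) and insulin signaling by −0.064 (10 animals, 0.0498). Since scaling without TMM moves the typical gene down over this interval, it does not test these falls. With median-of-ratios factors 8 of the 9 passed and insulin signaling did not (−0.055, adjusted p = 0.0990).

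Technical explanations were tested for some of these lists. Ribosomal and respiratory chain genes are short (median length 656 and 881 against 2644 for all tested genes), and on day 14 vs. day 0 shorter genes tended to rise (rho = −0.192 across 18753 genes). Against 10000 random lists matched on length and expression, the median log2 fold change of the ribosome list, 0.47, stood at percentile 31.8 and that of the respiratory chain list, 0.46, at percentile 95.3. Both lie within the central 95%, so the rises of these lists on day 14 cannot be told apart from a bias by gene length. Red cell precursors could be a candidate source of the mitotic and respiratory chain RNA. Over the 15 animals the day 14 differences of the mitotic and the reticulocyte score followed each other with rho = 0.804 (r = 0.705, p = 5e-04 from 100000 resamples; rho 0.791 without the 2 farthest animals), and those of the respiratory chain and the reticulocyte score with rho = 0.596 (r = 0.694, p = 0.0213; rho 0.484 without the 2 farthest). Without TMM these correlations were 0.0821 and −0.189, so the rule set for the test, which asked for both scalings, was not met. The scaling itself went with the reticulocyte score, however. On day 14 the lowest TMM factors, 0.548 and 0.578, were those of animals 15 and 8, which had the highest reticulocyte scores (8.04 and 7.77). The correlations under either scaling thus cannot decide whether red cell precursors are the source.

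For the fall of the inflammatory response list on day 14, fewer neutrophils in the blood remain a candidate explanation. With the 11 shared genes left out, the differences of the 83 inflammatory and 19 neutrophil genes followed each other over the animals (rho = 0.975, r = 0.974, p = 1e-05, the smallest that 100000 resamples can give; rho 0.967 without the 2 farthest animals and 0.875 without TMM). Genes of both lists may also respond together within the same cells, which these data cannot separate. For platelets the test across all genes gave a correlation of 0.0507 between the day 0 slope on the platelet score and the day 3 change, with 53 of 100 shuffles as large, so a change in the amount of platelet RNA was not shown to drive the day 3 changes of other genes. No batch is named in the paper or the labels, so a batch that follows the time point was not tested for any list.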

How the results depend on the processing

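Each result was computed again with 1 choice changed at a time. A result with a test counts as kept when its direction and its side of the threshold stayed, and a count of genes when it stayed near the reported one. List scores are differences in mean log2 FPKM against day 0. Unless a value is named for it, the cause was not tested for any change below. The likelihood-ratio and Wald tests on counts that were foreseen as alternatives were not run. The deposited values are FPKM, and of the methods for counts only limma-voom was applied to the recovered fragments.

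Under each of the 6 alternatives for list scores without a change of units, and when any 1 animal was left out, the following kept their direction and stayed past the threshold, with the range over the alternatives: platelet genes on day 3 (0.53 to 0.79), mitotic cell cycle on day 3 (0.29 to 0.51) and day 14 (0.49 to 1.10), reticulocyte genes on day 3 (1.14 to 1.33) and day 14 (1.76 to 2.5), and resting NK cells on day 3 (0.37 to 0.71). DNA replication on day 3 did so as well (0.19 to 0.28). On day 14 so did the falls of neutrophils (−1.66 to −1.10), the inflammatory response (−1.12 to −0.68), phagocytosis (−0.63 to −0.20) and MAPK signaling (−0.56 to −0.14). The correlations of the platelet, inflammatory and mitotic modules with day 3, day 0 and day 14 were kept under 3 of 3 alternatives (0.509 to 0.529, 0.559 to 0.608 and 0.580 to 0.646). The number of modules with an absolute r of at least 0.55 was 10 with Ward's clustering, 8 with the stricter filter and 5 with 20 modules.

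Median-of-ratios factors in place of TMM kept 62 of 68 list and gene count results and 90 of 90 values of named genes and of rises and falls. The sign changed for AMPK (−0.00086), HIF-1 (−0.012), pan T cell (−0.0065) and ribosome (−0.012) on day 3. CD8 T cell (0.41) on day 3 no longer passed, and naive T cell (−0.086) on day 14 now did. A filter of more than 1 CPM in at least 15 samples kept 70 of 72 list, count and module results and 79 of 79 other values. Naive T cell markers no longer passed on day 3 (−0.16) and now passed on day 14 (−0.16). Without a filter 9 of 10 gene counts were kept, and 1517 genes changed on day 14 vs. day 3; of 90 other values 2 moved and 1 was weaker.

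With the animal as a replicate block, 22 of 24 counts and over-representation results were kept, and the genes changed rose to 3644 on day 3 vs. day 0 and 4547 on day 14 vs. day 3. Of 134 other values 3 moved, 4 were stronger and 2 weaker. With the RNA integrity number as a covariate, 1460 genes changed on day 3 vs. day 0, 3807 on day 14 vs. day 0, 1153 on day 14 vs. day 3 and 4613 in any comparison, and 15 genes passed an absolute log2 fold change of 3 on day 14. Of 90 other values 10 moved and 1 was weaker. Block and covariate together gave 4154 genes on day 14 vs. day 0 and kept the other 9 counts, while 4 of 90 other values moved and 1 was weaker. With only the 30 samples of the compared time points, 10 of 10 counts and 89 of 90 other values were kept (1 weaker).

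An adjusted p-value under 0.1 gave 4233 genes on day 14 vs. day 3 and kept the other 9 counts and 89 of 90 other values (1 moved). Asked of genes changed at least 2-fold, over-representation kept its side of the threshold for 3 of 14 ratios. No longer past it were AMPK (1.48), MAPK (1.09), cancer (1.69), cell death (2.10), stress (3.68) and mitotic cell cycle (0.73) on day 3, and AMPK (1.70), phagocytosis (1.12), HIF-1 (1.42), cancer (1.18) and insulin (1.15) on day 14. Of 44 further ratios 7 were weaker and 3 stronger.

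For list scores, the median over genes in place of the mean kept 43 of 58. The sign changed for activated CD4 T cell (−0.14) and pan T cell (−0.017) on day 3, and AMPK (0.017) and pan T cell (−0.016) on day 14. The scores of naive T cell (−0.073) and plasma cell (0.16) on day 3, and activated CD4 T cell (0.0043) and plasma cell (0.34) on day 14 no longer passed, and those of MAPK (−0.23), cell death (−0.14), glucocorticoid (−0.43) and respiratory chain (0.22) on day 3, and cancer (−0.25), cell death (−0.15) and insulin (−0.19) on day 14 now did. With genes scaled to unit variance (values in SD) 49 of 58 were kept. Here the sign changed for AMPK (−0.037), HIF-1 (−0.033) and ribosome (−0.011) on day 3. The threshold was no longer passed by CD8 T cell (0.53) and proteasome (0.34) on day 3 and was newly passed by neutrophil (−0.77) on day 3, and cancer (−0.26), insulin (−0.25) and naive T cell (−0.36) on day 14.

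The scaling as deposited, other pseudocounts and limma-voom were chosen after the data had been seen. The scaling as deposited, by library total alone, kept 33 of 68 list and count results, fewer than any other setting run on both. It moves the median log2 fold change of all tested genes on day 14 vs. day 0 to −0.36. Scores of opposite sign were those of AMPK (−0.026), HIF-1 (−0.037), pan T cell (−0.033) and ribosome (−0.038) on day 3, and activated CD4 T cell (−0.059), interferon (−0.17), pan T cell (−0.36), platelet (−0.20) and stress (−0.28) on day 14. No longer past the threshold were CD8 T cell (0.38), plasma cell (0.28) and proteasome (0.12) on day 3, and CD8 T cell (0.48), DNA replication (0.13), mast cell (0.13), plasma cell (0.35), proteasome (0.049), respiratory chain (0.14), resting NK cell (0.44) and ribosome (0.13) on day 14. Newly past it were MAPK (−0.12), inflammatory (−0.53), neutrophil (−0.93) and plasma biomarker (−0.32) on day 3, and AMPK (−0.42), B cell (−0.77), HIF-1 (−0.47), cancer (−0.45), cell death (−0.44), insulin (−0.53), monocyte (−0.64), naive T cell (−0.46) and plasma biomarker (−0.54) on day 14. About 7.2e+03 genes changed on day 14 vs. day 3, and 5 genes passed an absolute log2 fold change of 3 on day 14. Of 90 other values 11 moved and 3 were weaker.

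A pseudocount of 1 gave 224 genes changed at least 2-fold on day 3 vs. day 0, 995 on day 14 vs. day 0 and 268 on day 14 vs. day 3, and 4 genes past an absolute log2 fold change of 3 on day 14 vs. day 0; naive T cells no longer passed on day 3 (−0.11). Of 90 other values 6 moved and 1 was weaker. A pseudocount of 0.01 gave 1 gene past that log2 fold change on day 3 vs. day 0, 21 on day 14 vs. day 0 and 2 on day 14 vs. day 3 (of 90 other values 7 moved and 1 was stronger). Limma-voom gave 18 on day 14 vs. day 0 and 1 on day 14 vs. day 3 (4 moved and 1 was stronger). A pseudocount of 0.025 for list scores, standing in for a smaller prior count that had been foreseen, kept 56 of 58; cancer signaling on day 3 was 2.7e-05, of opposite sign, and the glucocorticoid list on day 14 no longer passed (−0.26). Genes near the detection limit are thus where the depth limits what can be said: their log2 fold change depends on the pseudocount.

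Leaving out each animal in turn kept 993 of 1080 list, count and module values and 1296 of 1350 others (40 moved, 11 weaker and 3 stronger). Over the 15 fits, the genes changed ranged from 1436 to 2400 on day 3 vs. day 0 and from 842 to 3193 on day 14 vs. day 3, those changed at least 2-fold on day 14 vs. day 3 from 194 to 552, and those past an absolute log2 fold change of 3 on day 14 from 3 to 24. The sign changed in some fits for AMPK signaling on day 3 (−0.014 to 0.057) and day 14 (−0.059 to 0.0029), HIF-1 signaling on day 3 (−0.024 to 0.043), cancer signaling on day 3 (−0.031 to 0.027), pan T cells on day 3 (−0.039 to 0.059) and day 14 (−0.011 to 0.080), monocytes on day 3 (−0.12 to 0.010) and the ribosome on day 3 (−0.055 to 0.077). On day 3 the side of the threshold was kept in 4 of the 15 fits for CD8 T cells (0.34 to 0.51), 6 for mast cells (0.41 to 0.58), 8 for the proteasome (0.14 to 0.19) and 14 for the interferon response (0.15 to 0.35) and for neutrophils (−1.04 to −0.74). On day 14 it was kept in 4 fits for the glucocorticoid response (−0.30 to −0.21) and in 13 for naive T cells (−0.094 to −0.061).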

Differences from the paper's values

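Counts of the paper are given as the paper's, beside those from limma at an adjusted p-value under 0.05. The paper's results state an FDR threshold of 0.05 and its methods one of 0.1. At an adjusted p-value under 0.1, limma called 3361, 8161 and 4233 genes on day 3 vs. day 0, day 14 vs. day 0 and day 14 vs. day 3. The paper's counts are 3393, 7551 and 4286. That threshold did not close the gaps in genes changed at least 2-fold named below. A count is named here when it is more than 1.5 times the other.

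For genes changed between day 3 and day 14, the paper's count is 4286 and the count here 2563. Of the alternatives set before the data were examined, the animal as a replicate block (4547), an adjusted p-value under 0.1 (4233), leaving out animal 6 (3059) and leaving out animal 7 (3193) came within 1.5 times the paper's count. Median-of-ratios factors (2528), no filter (1517), the filter of more than 1 CPM in at least 15 samples (2714), the RNA integrity number as a covariate (1153), block and covariate together (1827), only the 30 samples compared (2611) and leaving out any other animal did not, nor did the alternatives added later.

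For genes down-regulated at least 2-fold on day 3 vs. day 0, the paper gives 351, against 154 here. None of the alternatives set before the data were examined closed the gap (81 to 219 when an animal was left out, 172 with the replicate block), nor did those added later (at most 188, with a pseudocount of 0.01). Up-regulated genes were 262 here and 205 in the paper, which is within 1.5 times, but their order differs: the paper has more falls than rises on day 3, and here rises were more frequent.

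Of genes down-regulated at least 2-fold on day 14 vs. day 0 the paper gives 863, against 483 here. Among the alternatives set before the data were examined, only leaving out animal 5 (586) came within 1.5 times; the replicate block gave 492, median-of-ratios factors 496 and an adjusted p-value under 0.1 gave 494, and neither these nor any other of them closed the gap. The scaling as deposited, added later, gave 1481. A pseudocount of 0.01 (766) and limma-voom on the recovered fragments (670), both chosen after seeing the values, came within 1.5 times.

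At least 2-fold changes between day 3 and day 14 number 863 in the paper (the paper's 700 up and 163 down) and 436 here (393 up and 43 down). For the sum, none of the alternatives set before the data were examined closed the gap: the replicate block gave 511, an adjusted p-value under 0.1 gave 491, and leaving out 1 animal gave 194 to 552. For the rises, leaving out animal 7 (486) or animal 13 (469) came within 1.5 times, and the other settings set before the data were examined did not. For the falls none of the alternatives set before the data were examined did (25 to 68 when an animal was left out, 57 with an adjusted p-value under 0.1). Limma-voom on the recovered fragments, chosen after seeing the values, gave 586 in all, 475 up and 111 down, each within 1.5 times the paper's.

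The paper counts 10 modules with an absolute correlation of at least 0.55 with a time point, and the re-grouping by k-means gave 6. Ward's clustering (10), the filter of more than 1 CPM in at least 15 samples (8) and leaving out animal 4 (7), 5 (9), 6 (8), 7 (7), 10 (8) or 13 (7) came within 1.5 times, all set before the data were examined; 20 modules (5) and leaving out any other animal did not.

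The paper presents its named genes as strongly dysregulated, past an absolute log2 fold change of 3. Of the day 3 genes given here none was past it: ACTA2 had a log2 fold change of 1.67 and COBL −0.54, and SIM2, ADAMTS12, PALM3, FLG2 and THSD4 lay between −0.36 and −0.12 with adjusted p-values between 0.184 and 0.362. With limma-voom ACTA2 had 2.90, COBL −2.17 and the other 5 lay between −1.60 and −1.29. On day 0 COBL and these 5 genes had means between 0.0129 (SIM2) and 0.0877 FPKM (COBL), below the 0.1 added before the logarithm. GRIA1 (0.0398) and SLC6A2 (0.0342) lay below it as well. Even a complete loss could not give such a gene a log2 fold change past 3 in the main fit, so the main fit cannot test the paper's limit for these falls. Among those named for day 14, IFIT1B was past it (3.03), CTSE (2.23) and TNNI3 (2.06) were not (3.20 and 2.69 with limma-voom, chosen after seeing the values), and GRIA1 (−0.23, adjusted p = 0.258) and SLC6A2 (−0.23, adjusted p = 0.217) were not called as changed.

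The paper lists cellular responses to stress among the categories enriched on day 14. Here the list for it had 1.25 times the share of all tested genes (adjusted p = 0.223). The paper names activated memory CD4 T cells and neutrophils as the immune cell types changed on day 14. Marker scores of CD8 T cells (0.90), resting NK cells (0.83), plasma cells (0.76) and mast cells (0.51) also passed the threshold here, and without TMM none of these 4 did. For cell types the paper marks p-values under a stricter limit than the threshold used here. Its supplement also has resting NK cells higher on day 14, with a p-value above that limit but under the threshold used here. The rise of NK markers is thus no difference in direction. In the supplement mast cells also shifted upward, with a larger p-value, CD8 T cells did not shift, and plasma cells are not listed.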

Other observations

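In this part, the test of background fragments on the 6 low-count genes was chosen only after the sums of these genes by day had been seen, and its set of genes was reduced after a first run of it; the other tests were chosen before their results.

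Time points were swapped at random within animals and the genes tested again, 100 times per comparison with the real assignment included. On day 3 vs. day 0, 1 of the 100 assignments, the real one, gave as many as 2327 genes, and 1 of 100 as many as 416 genes changed at least 2-fold; the highest counts among the others were 98 and 50. For day 14 vs. day 0 the real assignment was again 1 of 100 for the 6750 genes and 1 of 100 for the 1630 genes changed at least 2-fold, with 2393 and 690 as the highest others. For day 14 vs. day 3 it was 1 of 100 for the 2563 genes and 1 of 100 for the 436, with 1 and 0 as the highest others (0 genes changed at least 2-fold; 5813 genes had an unadjusted p-value under 0.05 in the real assignment). For genes changed in any of the 3 comparisons it was 1 of 100, with a highest other count of 1. The median of the other assignments was 0 genes in each case.

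Technical explanations of the gene counts were tested by removing each. When all libraries were thinned to the smallest library total, 2185 genes changed on day 3 vs. day 0 and 6650 on day 14 vs. day 0, against 2327 and 6750 with all fragments, so library depth is unlikely to be behind these counts. The 20 genes of highest mean took a growing share of the fragments. With these genes left out of the library totals, and scaling by the remaining totals in place of TMM, 6638 genes changed on day 14 vs. day 0. Scaling by the full totals without TMM gave 9264. With the RNA integrity number as a covariate, 1460 genes changed on day 3 vs. day 0, 3807 on day 14 vs. day 0 and 1153 on day 14 vs. day 3. More than the 50% set beforehand remained against day 0 and less than 50% of the 2563 genes on day 14 vs. day 3, for which no test had been set. RNA integrity rose with the time point, so part of the changes cannot be told apart from it. Of the 45 samples, 44 correlated best with a sample of their own animal, so a swap of animals between the labels is unlikely. Swaps between time points of the same animal would not show in that test. Sedation and place differed between day 0 and the later days and were not tested.

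Of the genes the paper names for day 3, COBL, SIM2, ADAMTS12, PALM3, FLG2 and THSD4 had few fragments, most of them on day 0. Fragments scattered over genes at the detection limit, as from traces of DNA or unprocessed RNA, could produce such a pattern. The summed CPM of the 6 genes followed the share of each library's fragments on 14779 other genes at the detection limit, with rho = 0.607 over the 45 samples (permutation p = 2e-04) and r = 0.941 (permutation p = 1e-04, the smallest that 10000 permutations within time points can give). Within day 14 alone rho was 0.393. The share was highest in the day 14 sample of animal 4 (0.583%) and the day 0 sample of animal 9 (0.436%). Its mean was 0.0786% on day 0, 0.0389% on day 3 and 0.0618% on day 14, and the difference between day 3 and day 0 had a sign-flip p of 0.0765. With the share as a covariate the log2 fold change of COBL was −0.45 (adjusted p = 0.0796), that of ACTA2 was 1.70 (adjusted p = 9.83e-04), and those of the other 5 lay between −0.18 and −0.051 (adjusted p between 0.0705 and 0.517). COBL thus kept most of its log2 fold change of −0.54, and the adjusted p of PALM3 was smaller with the covariate (0.0705) than without (0.184). Background fragments remain a candidate explanation for part of these falls, and not for the rise of ACTA2, which has more fragments on day 3 than on day 0. ACTA2 was left out of the set because it rose.

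Some further list scores passed the threshold. The DNA replication list (35 genes) was higher than on day 0 by 0.28 on day 3 (adjusted p = 0.00148) and by 0.54 on day 14 (adjusted p = 8.85e-04), each in 14 of 15 animals, and by 0.23 and 0.13 without TMM, where the latter did not pass (adjusted p = 0.338). MAPK signaling (83 genes) was lower on day 14 by 0.15 in 12 animals (adjusted p = 0.0150). On day 3, resting NK (0.45, adjusted p = 0.00405), plasma (0.32, 0.0185), mast (0.49, 0.0345) and CD8 T cell markers (0.43, 0.0450) and the proteasome (0.17, 0.0345) were higher and naive T cell markers lower (−0.14, 0.0147). The proteasome list (46 genes) was higher on day 14 than on day 0 by 0.47 in 15 of 15 animals (adjusted p = 8.85e-04) and by 0.049 without TMM, and the ribosome list (71 genes) by 0.55 in 12 animals (adjusted p = 0.00767) and by 0.13 without TMM, where neither passed the threshold. The interferon response list (35 genes) changed by 0.21 on day 3 (10 animals up, adjusted p = 0.395) and by 0.24 on day 14 (11 animals up, adjusted p = 0.418; −0.17 without TMM). Transcripts of the plasma biomarkers that fell (6 tested genes) changed by −0.28 on day 3 (8 animals down, adjusted p = 0.181) and by −0.13 on day 14 (9 animals down, adjusted p = 0.514), and without TMM by −0.32 and −0.54 (adjusted p = 0.0497 and 0.00747). Among the 31 modules, a module of 834 genes held 32 of the 52 reticulocyte genes and 16 mitotic genes and correlated with day 0 at r = −0.648 and with day 14 at r = 0.567. A module of 858 genes held 58 of the 71 ribosomal and 21 respiratory chain genes and correlated with day 14 at r = 0.541.

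For 820 of the 824 genes with log2 fold changes in the paper's Supplementary Table 1, log2 fold changes from limma correlated with the paper's at r = 0.997 on day 3 vs. day 0, 0.999 on day 14 vs. day 0 and 0.998 on day 14 vs. day 3. The sign was the same for 810, 820 and 813 of them, and the largest differences were 0.35, 0.39 and 0.46. Without TMM the median difference on day 14 vs. day 0 was −0.42.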
